# Insufficient Mechanical Loading Downregulates Piezo1 in Chondrocytes and Impairs Fracture Healing Through ApoE‐Induced Senescence

**DOI:** 10.1002/advs.202400502

**Published:** 2024-10-17

**Authors:** Siming Jia, Weijian Liu, Mo Zhang, Lijun Wang, Chuan Ren, Chen Feng, Tao Zhang, Hongzhi Lv, Zhiyong Hou, Weiguo Zou, Yingze Zhang, Wei Tong, Juan Wang, Wei Chen

**Keywords:** ApoE, endochondral ossification, fracture healing, mechanical loading, Piezo1

## Abstract

Insufficient mechanical loading impairs fracture healing; however, the underlying mechanisms remain unclear. Increasing evidence indicates that Piezo1 plays an important role in fracture healing, although the effect of Piezo1 on the endochondral ossification of chondrocytes has been overlooked. This study reports that mechanical unloading down‐regulates the expression of Piezo1 in chondrocytes and leads to fracture nonunion. Single‐cell sequencing of calluses revealed that specific deletion of Piezo1 in chondrocytes upregulated the expression of apolipoprotein E (ApoE) in hypertrophic chondrocytes, resulting in delayed cartilage‐to‐bone transition due to enhanced chondrocyte senescence. Based on these results, an injectable and thermosensitive hydrogel is developed, which released an ApoE antagonist in situ at the fracture site. This hydrogel effectively attenuated chondrocyte senescence and, thus, promoted cartilage‐to‐bone transition as well as the fracture healing process. Overall, this data provide a new perspective on the activity of chondrocytes in fracture healing and a new direction for the treatment of fracture nonunion caused by insufficient mechanical loading.

## 1 Introduction

Bone fractures are common injuries that affect people worldwide. In 2014, the population‐weighted incidence of bone fractures in China was 3.21 per 1000 people, and this incidence is increasing annually.^[^ ^1^ ^]^ Nonunion and delayed union are common complications of fracture healing, accounting for 5–10% of all fractures.^[^ ^2^ ^]^ In clinical practice, fracture healing can be impaired by insufficient mechanical loading during the postoperative fracture rehabilitation period, such as stress shielding caused by rigid fixation,^[^ ^3^ ^]^ or limited ambulation in the postoperative fracture rehabilitation period.^[^ ^4^ ^]^ However, the mechanism through which insufficient mechanical loading inhibits fracture healing remains unclear. A better understanding of the underlying mechanisms may reveal potential treatment strategies for fracture healing.

The two primary mechanisms of fracture healing are endochondral ossification and intramembranous ossification.^[^ ^2^, ^5^ ^]^ Endochondral ossification is the primary repair mode.^[^ ^6^ ^]^ In the early phase of fracture healing, stem cells such as periosteal skeletal stem/progenitor cells (PSCs) and mesenchymal stem cells (MSCs) migrate to the fracture site, where they differentiate into chondrocytes.^[^ ^5^, ^7^ ^]^ However, the mechanisms underlying this chondrogenic transdifferentiation remain unclear. The traditional theory of endochondral ossification proposes that chondrocytes undergo hypertrophic differentiation. Hypertrophic chondrocytes (HTCs) subsequently undergo apoptosis and are removed by osteoclasts during fracture healing.^[^ ^8^ ^]^ However, recent evidence has revealed that chondrocytes can transdifferentiate into osteoblasts.^[^ ^9^ ^]^ Long et al.^[^ ^10^ ^]^ used an HTC genetic reporter mouse model combined with single‐cell sequencing (scRNA‐seq) to explore the fate of HTCs during skeletal development. They found that in addition to apoptosis, HTCs differentiate in another direction by first dedifferentiating into immature chondrocytes and then re‐differentiating into osteoblasts and osteocytes.^[^ ^11^ ^]^ Zhou et al.^[^ ^11c^ ^]^ used Enhanced Green Fluorescent Protein (EGFP) and ROSA‐tdTomato to label hypertrophic chondrocytes and chondrocytes. The labeled cells were distributed throughout the trabecular surfaces and were later present in the endosteum and embedded within the bone matrix. Immunostaining for osteoblast markers (Col1) indicated that a proportion of the labeled chondrocytes transdifferentiated into osteocytes during growth and development. Hu et al.^[^ ^11b^ ^]^ performed lineage tracing experiments on Col2CreERT; Ai9 and Agc1CreERT; Ai9 mice. In both types of fluorescent Cre reporter mice, chondrocytes were labeled with red fluorescence on the growth plate and fracture calluses. The result of these lineage tracing experiments showed that chondrocytes could transdifferentiate into osteoblasts and osteocytes in the growth plate and during bone regeneration.

Piezo1 is a mechanosensing channel present in many cell types that plays an important role in bone formation.^[^ ^12^ ^]^ Piezo1 deletion in the developing skeleton results in bone malformations and spontaneous bone fractures, while the silencing of Piezo1 in adult mice causes osteoporosis.^[^ ^12^, ^13^ ^]^ In our previous study, we found that Piezo1 promotes the osteogenic, chondrogenic, and angiogenic capacity of PSCs by increasing the formation of the YAP/β‐catenin complex, which further promotes calluses formation and fracture healing.^[^ ^14^ ^]^ Piezo1 deletion in endothelial cells impairs Notch signaling and delays fracture repair.^[^ ^15^ ^]^ A previous study revealed that Piezo1 is required in chondrocytes for their transdifferentiation into bone‐forming osteoblasts. Col2a1Cre; Piezo1f/f mice exhibited decreased postnatal trabecular bone below the chondrogenic growth plate and developed multiple fractures of the rib bones at 7 days of age, which were located close to the growth plates.^[^ ^13^ ^]^ In contrast, OA pathology was markedly less pronounced in 60‐week‐old Col2a1Cre; Piezo1f/f mice than in littermate controls.^[^ ^16^ ^]^ Endochondral ossification is the process of bone formation through the replacement of the cartilage anlage, which is involved in skeletal growth, development, and bone fracture healing. However, it is unclear whether Piezo1 in chondrocytes plays the same role in fracture healing as in skeletal growth and development.

In the current study, we found that mechanical unloading downregulated the expression of Piezo1 in chondrocytes and led to fracture nonunion. Mice with a specific deletion of Piezo1 in chondrocytes (Piezo1Col2a1 mice) were used to explore the role of mechanical unloading in endochondral ossification. Single‐cell RNA sequencing (scRNA‐seq) of calluses revealed that the specific deletion of Piezo1 in chondrocytes upregulated the expression of Apolipoprotein E (ApoE) in HTCs, which resulted in chondrocyte senescence and delayed cartilage‐to‐bone transition. Based on the above results, we formulated an injectable and thermosensitive hydrogel for the sustained release of an ApoE antagonist in situ. Our results revealed that this hydrogel effectively ameliorated delayed fracture healing induced by mechanical unloading. Our findings highlight a new perspective on the role of chondrocytes in endochondral ossification, which might be targeted to treat fracture nonunions caused by insufficient mechanical loading.

## 2 Results

### 2.1 Insufficient Mechanical Loading Resulted in Impaired Fracture Healing by Downregulating the Expression of Piezo1 in Chondrocytes

To investigate the expression of Piezo1 in each cell cluster during endochondral ossification, scRNA‐seq analysis was performed on calluses obtained 10 and 20 days post‐fracture (dpf). Based on the expression of marker genes, cell‐type annotation of the scRNA‐seq data was completed, showing that the calluses comprised MSCs, fibroblasts, chondrocytes, osteoblasts, osteoclasts, myeloid progenitor cells, neutrophils, macrophages, dendritic cells, lymphocytes, natural killer (NK) cells, pre‐B cells, B cells, endothelial cells, and erythroid cells (**Figure** **1**A; Figure S1A, Supporting Information). ScRNA‐seq data revealed that chondrocytes expressed higher levels of Piezo1 (Figure 1B), suggesting that Piezo1 in chondrocytes might play an important role in endochondral ossification. However, it was unclear whether insufficient mechanical loading‐induced fracture nonunion resulted from Piezo1 downregulation in chondrocytes. Immunohistochemical (IHC) staining showed downregulated Piezo1 expression in chondrocytes in the tail‐suspension test (TST) group, suggesting that reduced Piezo1 expression in chondrocytes is one of the underlying mechanisms of fracture nonunion. IHC staining also showed that Yoda1, a specific activator of Piezo1, reversed the decrease in Piezo1 expression caused by insufficient mechanical loading (Figure 1C,E). Hematoxylin and eosin (HE) and safranin O/fast green (SO/FG) staining revealed the arrest of the healing process in the TST group at 14 dpf. As shown by micro‐CT (µCT), the bone volume fraction (BV/TV) and trabecular thickness (Tb. Th) levels were significantly lower in the TST group than in the control group. However, fracture healing in the TST mice was improved by activating Piezo1 with Yoda1 (Figure 1F–H; Figure S1B,C, Supporting Information). Next, we generated Col2a1CreERT2; Piezo1f/f mice (referred to as Piezo1Col2a1), and Piezo1f/f mice to explore the in vivo role of Piezo1 in chondrocytes. Tamoxifen was administered to the Piezo1Col2a1 and Piezo1f/f groups to induce the specific deletion of Piezo1 in chondrocytes during fracture healing (Figure 1I). Knockout efficiency was verified by IF staining (Figure 1J,K). Hematoxylin and eosin (HE) and SO/FG staining revealed significantly larger cartilage areas in the calluses of Piezo1Col2a1 mice (Figure 1L,M). The results of µCT indicated that the Piezo1Col2a1 group developed significantly smaller mineralized calluses compared with the Piezo1f/f group. Quantitative analysis of µCT images indicated that Tb. The Th and BV/TV decreased significantly in the Piezo1Col2a1 group at 14 dpf (Figure 1N,O). IHC staining indicated that the expression of COL1 and RUNX2 in calluses areas was significantly decreased in the Piezo1Col2a1 group than in the Piezo1f/f group (Figure 1P,Q). Overall, these results confirm that Piezo1 expression in chondrocytes is a key modulator of mechanical loading‐induced fracture healing.

**Figure 1:**
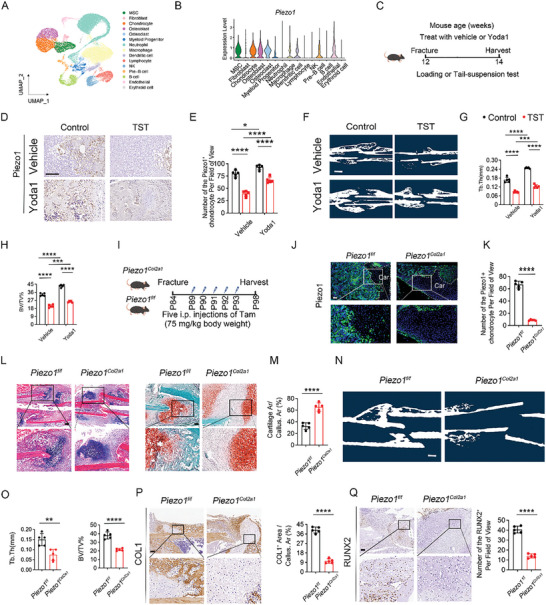
Insufficient mechanical loading impaired fracture healing by downregulating the expression of Piezo1 in chondrocytes. A) Single‐cell RNA sequencing (scRNA‐seq) analysis revealed 11 cell clusters isolated from calluses at 10 days and 20 days post fracture (dpf) as shown by UMAP plot. The name of each cell cluster is shown on the right. B) Violin plots of the expression levels of *Piezo1* genes in each cell cluster. C) Schematic showing the time‐course of the mouse femoral fracture experiment, under control or insufficient mechanical loading (tail‐suspension test; TST) conditions, treated with vehicle or the specific activator of Piezo1, Yoda1. D) Representative immunohistochemical (IHC) staining of Piezo1 expression in the calluses from the control and TST groups treated with vehicle or Yoda1 at 14 dpf. Scale bar: 50 µm. E) Quantitative analysis of Piezo1 expression in calluses from control and TST groups treated with vehicle or Yoda1 at 14 dpf. Two‐way ANOVA was performed. Data are represented as means ± SD; n = 5 mice per group, ^*^p < 0.05, ^***^ ^*^p < 0.0001. F) Representative µCT images of fractured femurs from control and TST groups treated with vehicle or Yoda1 at 14 dpf. Scale bar: 2 mm. G and H) Quantitative analysis of bone volume/total volume (BV/TV) and trabecular thickness (Tb. Th) of fractured femurs from control and TST groups treated with vehicle or Yoda1 at 14 dpf. Groups were compared by a two‐tailed Student's *t*‐test. Data are represented as means ± SD; n = 5 mice per group, ^**^ ^*^p < 0.001, ^***^ ^*^p < 0.0001. I) Schematic of tamoxifen injection in *Piezo1* ^Col2a^ and *Piezo1^f/f^* mice. *Piezo1* ^Col2a1^ and *Piezo1^f/f^* mice were treated with Tamoxifen at a dose of 75 mg k^−1^g by intraperitoneal injection subcutaneously for 5 consecutive days began at day 5 after modeling. J and K) Representative immunofluorescence (IF) staining and quantitative analysis of Piezo1 of calluses from the *Piezo1^Col2a1^* and *Piezo1^f/f^* groups at 14 dpf. Scale bar: 250 µm. Data are represented as means ± SD; n = 5 mice per group, Groups were compared by two‐tailed Student's *t*‐test, ^***^ ^*^p < 0.0001. L) Representative hematoxylin and eosin (HE) and safranin O/fast green (SO/FG) staining images of the calluses area of *Piezo1^Col2a1^* and *Piezo1^f/f^* groups. Scale bar: 250 µm. M) Quantitative analysis of the cartilage area as a percentage of the total calluses area. Data are represented as means ± SD; n = 5. Groups were compared by two‐tailed Student's *t*‐test. Data are represented as means ± SD; n = 5 mice per group, ^*^ ^*^p < 0.01. N) Representative µCT images of fractured femurs from *Piezo1^Col2a1^* and *Piezo1^f/f^* mice at 14 dpf. Scale bar: 2 mm. O) Quantitative analysis of BV/TV and Tb. Th of fractured femurs from *Piezo1^Col2a1^* and *Piezo1^f/f^* mice at 14 dpf. Groups were compared by a two‐tailed Student's *t*‐test. Data are represented as means ± SD; n = 5 mice per group, ^*^ ^*^p < 0.01. P) Representative IHC staining and quantitative analysis of the COL1 expression area as a percentage of the total calluses area from *Piezo1^Col2a1^* and *Piezo1^f/f^* mice at 14 dpf. Scale bar: 250 µm. Groups were compared by a two‐tailed Student's *t*‐test. Data are represented as means ± SD; n = 5 mice per group, ^***^ ^*^p < 0.0001. (Q) Representative IHC staining and quantitative analysis of RUNX2 expression in the calluses from *Piezo1^Col2a1^* and *Piezo1^f/f^* mice at 14 dpf. Scale bar: 250 µm. Two‐tailed Student's *t*‐test. Data are represented as means ± SD; n = 5 mice per group, ^*^ ^*^p < 0.01.

### 2.2 Specific Deletion of Piezo1 in Chondrocytes Inhibited Cartilage‐to‐Bone Transition as Well as Fracture Healing

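Calluses of 12-week-old mice, which the paper describes as male, were dissociated at 14 dpf, and the cells were sequenced as 3′ libraries in which each captured transcript carries a unique molecular identifier (UMI). The data hold 3 control libraries (*Piezo1 f/f*) and 3 libraries labelled knockout (*Piezo1 Col2a1*). According to the paper, mice of both groups received tamoxifen at 75 mg/kg on 5 consecutive days from day 5 after modelling. In *Piezo1 Col2a1* mice it serves to delete Piezo1 in cells that express Col2a1. The sample labels of the knockout libraries write the gene as Piezo3, and those of the controls give the genotype as wt. The genotypes of both groups are taken from the paper. Knockout library 3 had 53670 Xist UMIs, against 6 to 11 in each other library. Its counts are those of a female animal or of a library from outside the study, and all comparisons of the groups hold it. The numbers of mice given for this experiment in the paper's results and in its methods differ, and the values here use the 3 libraries per group that the methods give. The authors counted UMIs per gene and cell with Cell Ranger, version 6.1.1 for replicate 1 of both groups and version 6.1.2 for replicates 2 and 3, and the files hold these counts without normalization. The control libraries held 69361237, 77384286 and 80735192 UMIs (median 77384286), and the knockout libraries 57626530, 103784364 and 102513582 (median 102513582). The median number of UMIs per barcode was 2554, 5951 and 5943 in control libraries 1 to 3 and 2728.5, 5691 and 9289.5 in knockout libraries 1 to 3. Replicate 3 lists other genes than replicates 1 and 2, so values were computed from the gene identifiers that all 6 libraries share, which held at least 97.8% of the UMIs of each library. After filters on cells, the libraries were integrated with Seurat and clustered, and clusters were called "X-like" from lists of marker genes. The genes that the paper reports on were left out of the genes used for clustering, except Col10a1. Since cells of one mouse are not replicates, UMIs were summed per library and cell class, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and shares of cells were compared between libraries with a two-sided exact permutation test. With 3 libraries against 3, the smallest p that this test can give is 0.1. Every difference below is the value in the libraries labelled knockout minus, or against, that in the controls, and its direction rests on these labels.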

Based on the above results, scRNA‐seq was performed to investigate the transcriptional changes in calluses tissues between the *Piezo1^Col2a1^* group (n = 4) and the *Piezo1^f/f^* group (n = 6) at 14 dpf. 

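The 6 libraries held 46944 barcodes, and 44937 of them had at least 500 UMIs, at least 200 genes and at most 20% mitochondrial UMIs. The cells with the highest doublet scores from Scrublet, 0.8% of a library per 1000 cells, were then removed, 3074 in all. This left 41863 cells, of which control libraries 1 to 3 contributed 4159, 8428 and 8736 and knockout libraries 1 to 3 contributed 3109, 10065 and 7366. A filter of at least 1000 genes and at most 10% mitochondrial UMIs left 30620 cells.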

A total of 27593 single cells were collected from calluses tissues for further analysis. Based on the expression of marker genes, we performed cell type annotation and identified nine cell clusters in our database, comprising stromal cells, pericytes, and endothelial cells, as well as immune cell clusters, including hematopoietic stem/progenitor cells (HSPCs), neutrophils, monocytes, macrophages, osteoclasts, and lymphocytes (**Figure** **2**A,B). 

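At a resolution of 0.8, the cells formed 37 clusters, and 30 of them were named from at least 3 detected markers. There were 10 stromal-like clusters, led among others by Matn4, Ifitm5, Ucma and Chil1, and 6 endothelial-like clusters, led by genes such as Gpihbp1, Selp and Gja5. Pericyte-like cells formed 1 cluster, led by Rgs5 and Myh11. The immune clusters were 3 macrophage-like (Pf4, C1qa and Mrc1, with 1 cluster led by cell cycle genes), 3 monocyte-like (Ccr2 and Plac8, or H2-Eb1), 2 neutrophil-like (Il1b and Csf3r, or Retnlg and Ltf), 2 lymphocyte-like (Ccl5 and Trbc2, or Cd79a), 1 osteoclast-like (Acp5 and Atp6v0d2) and 1 HSPC-like (Elane and Prtn3). A small erythroid-like cluster was led by Hbb-bs. The other 7 clusters stayed unnamed, 1 of which, of 34 cells, carried immune markers and was counted as immune-like only. Cells outside every class made up 3.41%, 3.27% and 1.21% of control libraries 1 to 3 and 2.19%, 5.57% and 5.58% of knockout libraries 1 to 3.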

Pie charts (Figure 2C) show the proportion of each cell subset, revealing that the proportion of immune and vascular cell subsets in the *Piezo1^Col2a1^* group was significantly decreased, indicating an abnormal immune microenvironment in the calluses.

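Immune-like cells made up 31.1% ± 21.0 (SD, n = 3 libraries) of the cells in the *Piezo1 f/f* group and 27.5% ± 11.9 in the libraries labelled knockout, a difference of -3.61 percentage points that was smaller than the spread between libraries (two-sided exact permutation test, p = 0.9). Endothelial-like and pericyte-like cells together, taken as the vascular subset, were 20.9% ± 8.53 against 11.8% ± 5.21 (difference -9.09, exact p = 0.3). The vascular share was 13.2%, 30.1% and 19.4% in control libraries 1 to 3. In knockout libraries 1 to 3 it was 5.82%, 15.3% and 14.4%, each below the control of the same number. The exact test takes libraries as unpaired, so any spread shared by libraries of the same number counts as noise. The immune and vascular subsets together were 52.0% ± 28.8 against 39.3% ± 16.2 (difference -12.7, exact p = 0.6). In control libraries 1 to 3 their joint share was 20.5%, 77.0% and 58.6%, and in knockout libraries 1 to 3 it was 23.5%, 56.0% and 38.5%. Without control library 1 the difference was -28.4 percentage points, and without control library 2 it was -0.217. The immune share rose by 4.29 percentage points without control library 2 and by 3.57 with the stricter filter on cells. With that filter the vascular difference was -12.5 (exact p = 0.1, the smallest that this test can give). Within the vascular subset, endothelial-like cells were 14.9% ± 7.30 against 10.3% ± 5.14 (exact p = 0.6). Pericyte-like cells, chosen after their values were seen, were 5.99% ± 2.12 against 1.5% ± 0.616 (exact p = 0.1). Stromal-like cells made up 44.6% ± 28.8 in the controls and 56.0% ± 18.0 in the libraries labelled knockout (exact p = 0.8). Counting error was small beside these differences: the 95% Wilson interval of the joint share of control library 1 ran from 19.3% to 21.8%. The exact tests here covered 14 classes and groups of classes and were not adjusted.

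**Figure D1:**
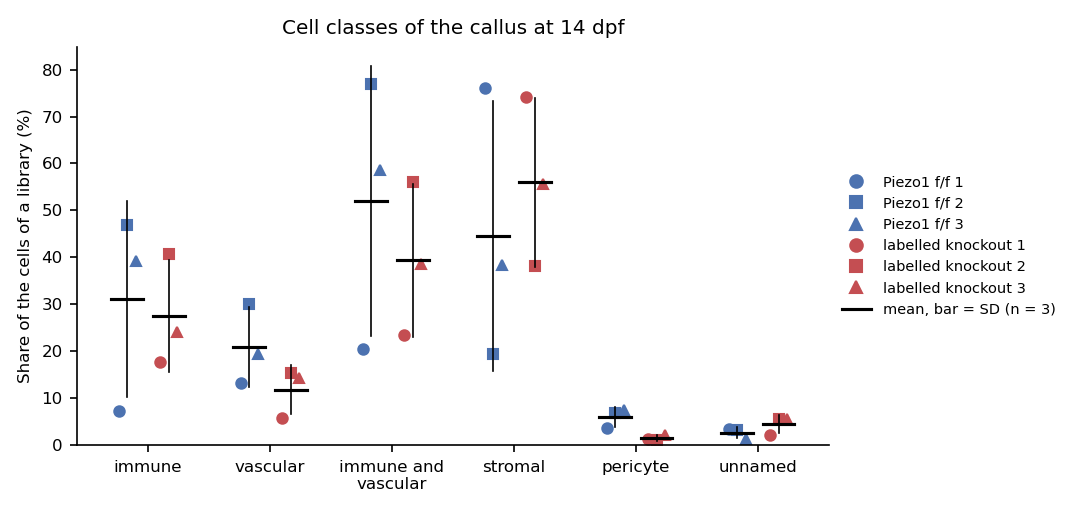
Share of the cells of each library (%, vertical axis) in classes of the callus at 14 dpf, for 3 *Piezo1 f/f* libraries (blue) and 3 libraries labelled knockout (red). Points are libraries, horizontal lines are means and vertical bars are SDs, drawn no lower than 0; the joint immune and vascular share spans 20.5% to 77.0% in the controls and 23.5% to 56.0% in the libraries labelled knockout.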

**Figure 2:**
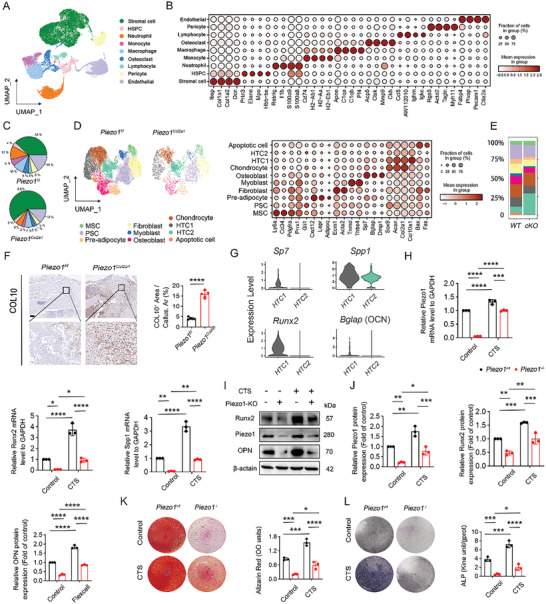
Specific deletion of Piezo1 in chondrocytes inhibited cartilage‐to‐bone transition and the fracture healing process. A) UMAP plot pooled from nine cell clusters isolated from calluses of *Piezo1^Col2a1^* and *Piezo1^f/f^* mice. The name of each cell cluster is shown on the right. B) Dot plot showing the specifically‐expressed genes of the major cell types. Red represents high expression; grey represents low expression. The size of the circle represents the percentage of cells that expressed the indicated genes. C) Pie chart showing the percentage of each cell type in *Piezo1^Col2a1^* and *Piezo1^f/f^* mice based on the UMAP distribution. D) UMAP plot (left image) and dot plot (right image) showing the re‐clustered cell subgroups and dot plot showing the specifically‐expressed genes of the major cell types isolated from the stromal cell subset. Red represents high expression; grey represents low expression. The size of the circle represents the percentage of cells that express the indicated genes. E) Stacked bar chart showing the percentages of each cluster isolated from the stromal cell subset. F) Representative IHC staining and quantitative analysis of the COL10‐positive area in the calluses from *Piezo1^Col2a1^* and *Piezo1^f/f^* mice at 14 dpf. Scale bar: 250 µm. Groups were compared using a two‐tailed Student's *t*‐test. Data are represented as means ± SD; n = 5 mice per group, ^***^ ^*^p < 0.0001. G) Violin plots showing the expression distribution of *Piezo1*, *Spp1* (OPN), *Runx2*, and *Bglap* (OCN) genes. H) RT‐PCR analysis of *Sp7*, *Runx2*, and *Spp1* gene expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells with or without cyclic tensile strain (CTS) treatment, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^**^ ^*^p < 0.001, and ^***^ ^*^p < 0.0001. I and J) Western blotting analysis of Piezo1, RUNX2, and OPN protein expression in *Piezo1^wt^* and *Piezo1^−/‐^* ATDC5 cells with or without CTS treatment, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^**^ ^*^p < 0.001, and ^***^ ^*^p < 0.0001. K and L) Alizarin Red S (ARS) staining, ALP staining, and quantitative analysis of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells cultured in osteogenic medium for 3 weeks with or without CTS; n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^**^ ^*^p < 0.001, and ^***^ ^*^p < 0.0001.

We further analyzed the subclusters in the stromal cell population, which comprised the following cell subclusters: Ly6a(Sca‐1)^+^ Cd34^+^ MSCs, Gli1+ PSCs, Cxcl12+ Lepr^+^ Adipaq^+^ preadipocytes, Ecm1^+^ Acta2^+^ fibroblasts, Tnmd^+^ Thbs4^+^ myoblast, osteoblasts, chondrocytes, HTC cluster 1, HTC cluster 2, and apoptotic cells (Figure 2D). 

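The stromal-like cells were integrated and clustered again and formed 19 clusters. The chondrocyte-like class held 3 clusters, led by Ucma or by Matn1 and Col9a1, and the osteoblast-like class held 2, led by Bglap and by Dmp1. The fibroblast-like class held 2, 1 of them led by cell cycle genes such as Ube2c and Top2a and the other by the inflammatory genes Saa3 and Cxcl5. Single clusters were MSC-like (Clec3b and Pi16) and myoblast-like (Tnmd, Thbs4 and Kera). The HTC-like class held 2 clusters. The 1 with the higher mean Col10a1 (28503 CPM, UMI counts scaled to equal library totals) was set beside the paper's HTC cluster 1; it was led by Pank1, Ihh and Rbp4 and held 665 cells with a median of 20172 UMIs. The other (2503 CPM, below the 4826 CPM of the chondrocyte-like class) was named from 3 markers, the smallest number allowed, with Mmp13 among its 10 leading genes, and was set beside HTC cluster 2; it was led by Chil1, Lcn2, Hp and Mmp3, genes of inflammation, and held 579 cells with a median of 14480 UMIs. Of the 665 cells of HTC cluster 1, knockout library 3 gave 442, and of the 579 cells of HTC cluster 2, control library 3 gave 305. HTC-like clusters were paired with the paper's by their rank in Col10a1. They need not hold the same cells as the paper's clusters, so values for HTC cluster 2 here do not retest the paper's cluster directly. No cluster could be named PSC-like, pre-adipocyte-like or apoptotic-like. Without integration a cluster of 1055 cells was named PSC-like (Penk, Ptn and Sfrp2), and at a resolution of 1.2 a cluster of 63 cells was named pre-adipocyte-like (Adipoq, Cxcl12 and Lepr), while no alternative clustering gave an apoptotic-like cluster. The 8 unnamed clusters held 45.3% ± 16.5 (SD, n = 3 libraries) of the stromal cells in the controls and 47.8% ± 17.6 in the libraries labelled knockout. The largest, of 3987 cells, had a median of 874 UMIs per cell over all genes and was led by Mir6236, Lars2, Lyz2 and Apoe together with Col10a1; it is called the few-UMI cluster here.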

ScRNA‐seq analysis verified that the number of apoptotic cells, which are essential for the cartilage‐to‐bone transition, was reduced in the *Piezo1^Col2a1^* group. 

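Since no cluster was apoptotic-like, the genes that Figure 2D shows as markers of apoptotic cells, Bax (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898 in GRCm38) and Fas (ENSMUSG00000024778, chromosome 19, 34290666 to 34327772), were summed over the stromal-like cells of each library. Together they gave 181 ± 103 CPM (SD, n = 3) in the *Piezo1 f/f* group and 164 ± 51.6 in the libraries labelled knockout (two-sided exact permutation test, p = 0.9). The log2 fold change of the sum was -0.14 (SE 0.46), and it was 0.18 without replicate 3 of both groups. Bax had a log2 fold change of -0.11 and Fas of -0.42, neither past an adjusted p of 0.05. Bax ran from 84.5 CPM in control library 1 to 264 in control library 3, a wider range than the difference between the groups. Expression of these genes does not count apoptotic cells.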

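HTC-like cells made up 4.65%, 2.93% and 9.63% of the stromal cells of control libraries 1 to 3 and 3.6%, 2.24% and 13.6% of those of knockout libraries 1 to 3, or 5.74% ± 3.48 against 6.48% ± 6.20 (SD, n = 3 libraries). The difference of 0.743 percentage points was smaller than the spread within either group (two-sided exact permutation test, p = 0.9), and without knockout library 3 it was -2.81. HTC cluster 1 made up 1.64% ± 1.63 in the controls and 4.59% ± 5.41 in the libraries labelled knockout (exact p = 0.6); without knockout library 3, which alone had a share of 10.8%, the difference of 2.95 percentage points became -0.143. HTC cluster 2 made up 4.09% ± 4.38 in the controls and 1.89% ± 0.820 in the libraries labelled knockout (exact p = 0.7), with the highest share, 9.12%, in control library 3; without that library the difference of -2.2 became 0.313. Osteoblast-like cells made up 4.46% ± 0.674 in the controls and 15.7% ± 17.0 in the libraries labelled knockout (exact p = 0.4), where the shares were 2.21%, 34.8% and 10.0%. Without knockout library 2, the osteoblast difference of 11.2 percentage points was 1.66. The few-UMI cluster scored highest as chondrocyte-like but stayed unnamed under a naming rule set after the data were seen, since another class had more markers among its 10 leading genes. It made up 20.5% ± 27.1 in the controls and 25.2% ± 24.9 in the libraries labelled knockout (exact p = 0.5). Its share was 51.7% in control library 1 and 53.6% in knockout library 1. A definition of HTCs by at least 2 Col10a1 UMIs took in 99.7%, 26.6% and 6.91% of the stromal cells of control libraries 1 to 3 and 99.0%, 6.99% and 97.3% of those of knockout libraries 1 to 3. At an equal 500 UMIs per cell, neutrophil-like cells, which should lack Col10a1, had a Col10a1 UMI in 69.3%, 8.49% and 4.47% of the control cells and 50.1%, 0.413% and 47.6% of the knockout cells, with 6 cells of fewer UMIs left out; without thinning the share over all libraries was 32.7%. In some libraries this definition therefore counts free RNA. HTC cluster 2 at the same depth had a Col10a1 UMI in 63.2%, 11.1% and 13.9% of the control cells and 44.6%, 16.8% and 61.8% of the knockout cells. In replicate 1 of both groups this share was not above that of neutrophil-like cells, while the Col10a1 level of the cluster was: 5532 against 2152 CPM in control library 1 and 3199 against 1332 in knockout library 1.

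**Figure D2:**
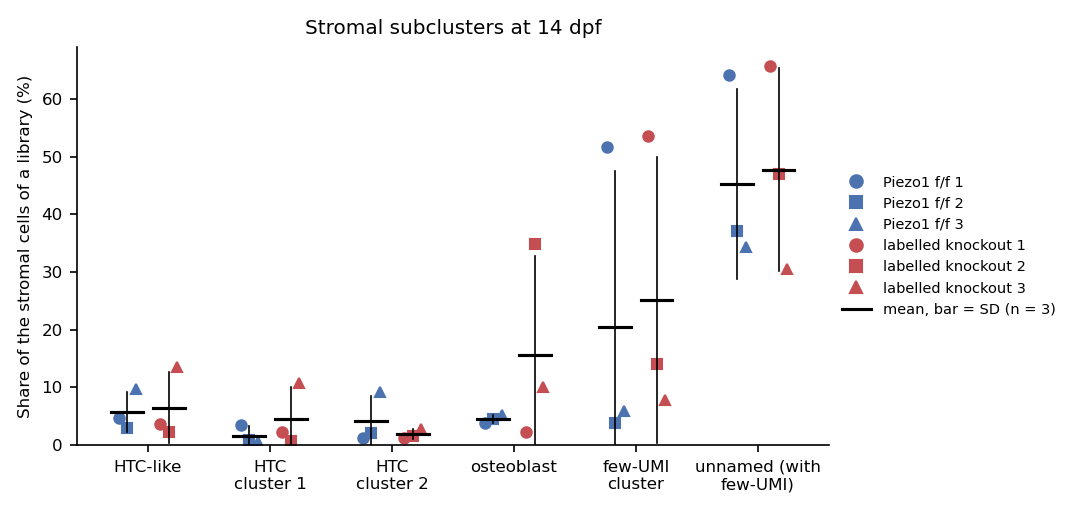
Share of the stromal cells of each library (%, vertical axis) in HTC-like, osteoblast-like and unnamed clusters at 14 dpf, for 3 *Piezo1 f/f* libraries (blue) and 3 libraries labelled knockout (red). Points are libraries, horizontal lines are means and vertical bars are SDs, drawn no lower than 0; the few-UMI cluster, which the unnamed share includes, holds 51.7% and 53.6% of the stromal cells in replicate 1 of each group.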

Notably, the proportion of HTCs drastically increased (especially HTC cluster 2) in the *Piezo1^Col2a1^* group and the number of osteoblasts decreased (Figure 2E). These results indicate that the deletion of Piezo1 in chondrocytes stagnates the process of HTC transdifferentiation into osteocytes. Col10 IHC staining was performed to confirm the *in‐silico* data. The results revealed that the Col10‐positive calluses area was significantly larger in the *Piezo1^Col2a1^* group than in the *Piezo1^f/f^* group (Figure 2F). Furthermore, scRNA‐seq analysis revealed that the expression of Piezo1 was significantly decreased in HTC cluster 2, indicating that HTC cluster 2 was a Piezo1 knockout‐induced subcluster (Figure S1D–F, Supporting Information). Accordingly, the expression of osteogenesis‐related genes, including *Sp7*, *Spp1* (encoding OPN), *Runx2*, and *Bglap* (encoding OCN), was significantly decreased in HTC Cluster 2 (Figure 2G). These results imply that Piezo1 knockout impaired the osteogenic capacity of HTCs.

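Piezo1 (ENSMUSG00000014444) lies on chromosome 8 of GRCm38 from 122481698 to 122551329, and a 3′ library counts its transcripts whether or not the floxed exons remain. Knockout library 2 gave 21 chondrocyte-like and 86 HTC-like cells, while each other library gave 336 to 1320 chondrocyte-like cells. Its sum over both classes thus rests mostly on HTC-like cells, unlike the others. In chondrocyte-like cells alone, Piezo1 was 68.6, 42.3 and 51.3 CPM in control libraries 1 to 3 and 141, 38.8 and 51.6 in knockout libraries 1 to 3. In chondrocyte-like and HTC-like cells together, control libraries 1 to 3 had 67.6, 43.9 and 50.1 Piezo1 CPM and knockout libraries 1 to 3 had 132, 54.2 and 47.2. The means were 53.8 ± 12.3 (SD, n = 3) and 77.9 ± 47.2, and the log2 fold change was 0.54 (SE 0.38, adjusted p = 1.0 from edgeR's quasi-likelihood test over 14800 genes). Piezo1 was thus not lower in the libraries labelled knockout. Without knockout library 1, which had the most Piezo1, the log2 fold change was -0.03, and of 12 other alternatives none took it below 0.26. In HTC cluster 2, the 3 controls had 54.3 ± 5.87 CPM and the libraries labelled knockout 61.6 ± 18.6 (two-sided exact permutation test, p = 0.9). Against HTC cluster 1 of the same library, HTC cluster 2 had a Piezo1 log2 fold change of -0.16 (SE 0.16, adjusted p = 0.52 from edgeR with the library as a block, n = 6 libraries), which was not past the threshold in any alternative. A Piezo1 UMI was found in 54.9% of the cells of HTC cluster 1 and 51.8% of those of HTC cluster 2, at median depths of 20172 and 14480 UMIs. Neutrophil-like cells had one in 2.53%, at a median of 2112.5 UMIs. At an equal 500 UMIs per cell, with 6 neutrophil-like cells left out, the pooled shares were 2.47%, 3.15% and 0.495%. HTC cluster 2 was the higher of the HTC clusters only in knockout library 3, at 2.45% against 1.78%. In control libraries 1 to 3 it was lower, at 2.88%, 2.83% and 3.42% against 3.29%, 3.10% and 3.61% in HTC cluster 1. In knockout libraries 1 and 2 it was lower too, at 3.49% and 3.31% against 5.37% and 3.52%. Endothelial-like cells, which the knockout does not target, had 112 ± 3.09 Piezo1 CPM in the controls and 105 ± 45.4 in the libraries labelled knockout.

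**Figure D3:**
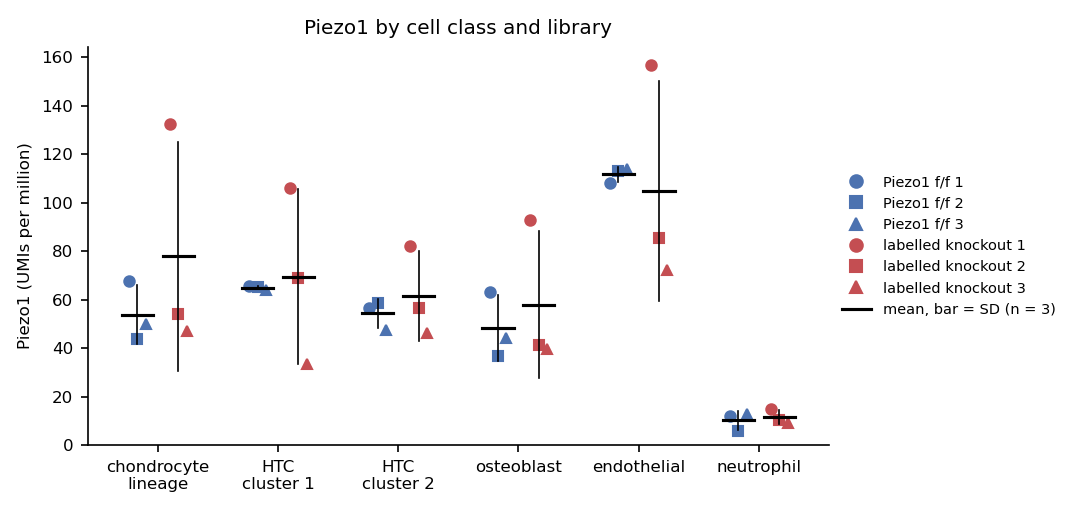
Piezo1 CPM (vertical axis) in 6 cell classes of 3 *Piezo1 f/f* libraries (blue) and 3 libraries labelled knockout (red). Points are libraries, horizontal lines are means and vertical bars are SDs, drawn no lower than 0; in the chondrocyte lineage, knockout library 1 has 132 CPM and the other 5 libraries have 43.9 to 67.6.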

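Each of the 6 libraries held at least 15 cells of HTC cluster 1 and at least 30 of HTC cluster 2, and the pair of clusters was compared within libraries. Sp7 (ENSMUSG00000060284, chromosome 15, 102356606 to 102367182), which encodes a transcription factor of osteoblasts, had a log2 fold change of 0.56 in HTC cluster 2 against HTC cluster 1 (SE 0.28, adjusted p = 0.19 over 8732 genes). Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) had one of 0.65 (SE 0.35, adjusted p = 0.21). Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) had a log2 fold change of -0.64 (SE 0.20, adjusted p = 0.046) and was lower in HTC cluster 2 in 5 of 6 libraries. It was no longer past an adjusted p of 0.05 in 5 of the 6 fits that left out 1 library, where its log2 fold change ran from -0.78 to -0.42. Over 9 other alternatives it ran from -1.71 to -0.62 and was past the threshold in 8; the lowest value came from clustering without integration. Bglap (ENSMUSG00000074483, chromosome 3, 88383501 to 88384464) had a log2 fold change of -0.11 (SE 0.63, adjusted p = 0.93). It was 0.37 without knockout library 1. When the libraries were clustered without integration it was -3.35. In that clustering, control library 3 gave 319 of the 337 cells of HTC cluster 2, and only 2 libraries, control library 3 and knockout library 1, had enough cells in both clusters to be compared, which limits this value and that of Runx2. With the few-UMI cluster in the place of HTC cluster 2, an alternative chosen after the data were seen, the log2 fold changes were -1.59 for Spp1, -0.22 for Sp7, -1.46 for Runx2 and 1.52 for Bglap. Over all genes, 1613 of 8732 had an adjusted p under 0.05, 827 higher and 786 lower in HTC cluster 2. The clusters were made from the expression of other genes in the same cells, so this count describes how far the clusters lie apart and does not test a condition. Between the groups, in all HTC-like cells, the log2 fold changes were 0.13 for Sp7, -0.71 for Spp1, -0.09 for Runx2 and 0.78 for Bglap, all with an adjusted p of 1.0. That comparison pools the 2 clusters, whose ratio differed between libraries. From the lower expression of these genes in HTC cluster 2, which it takes for a cluster induced by the knockout, the paper proposes that the loss of Piezo1 weakened the osteogenic capacity of HTCs.

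**Figure D4:**
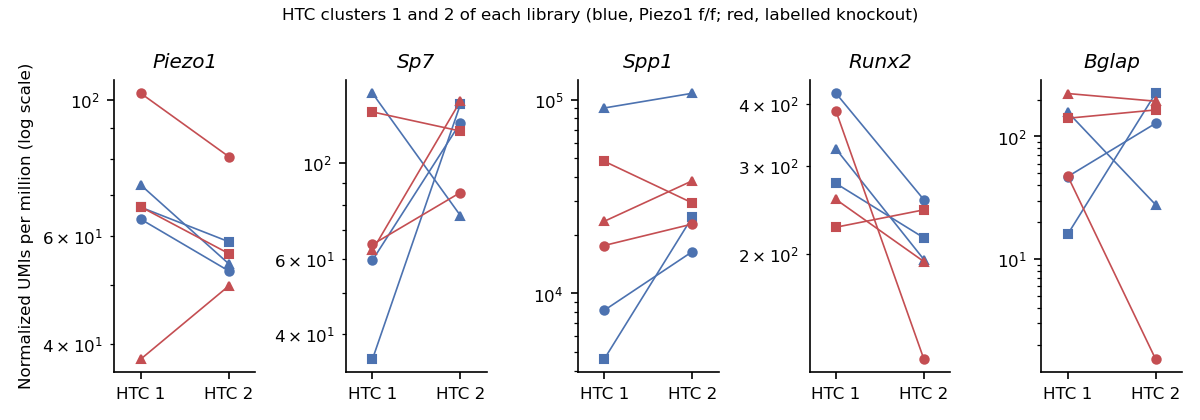
Normalized CPM (vertical axes, log scale) of Piezo1, Sp7, Spp1, Runx2 and Bglap in HTC cluster 1 and HTC cluster 2, with 1 line per library for 3 *Piezo1 f/f* libraries (blue) and 3 libraries labelled knockout (red). Runx2 falls from HTC cluster 1 to HTC cluster 2 in 5 of 6 libraries.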

Next, we introduced a stable Piezo1 deletion ATDC5 cell line (*Piezo1^−/−^*) to explore the function of Piezo1 in endochondral ossification in vitro. After 7 days of chondrogenic differentiation, the chondrogenic medium of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells was replaced with an osteogenic medium (Figure S2A, Supporting Information). The cells were subjected to cyclic tensile strain (CTS) on day 7 of chondrogenic induction by applying mechanical force. After osteogenic induction for an additional 3 days, Real‐time quantitative PCR (RT‐qPCR) and western blot assays revealed that CTS significantly upregulated *Runx2* and *Spp1* expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, whereas Piezo1 deletion in chondrocytes significantly downregulated the expression of *Runx2* and *Spp1* compared with that in *Piezo1^wt^* ATDC5 cells (Figure 2H–J). Similarly, the results of Alizarin Red S (ARS) and alkaline phosphatase (ALP) staining also revealed that CTS increased the osteogenic differentiation capacity of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, while deletion of Piezo1 impaired osteogenic differentiation (Figure 2K,L). Overall, these data suggest that the specific deletion of Piezo1 in chondrocytes results in delayed cartilage‐to‐bone transition.

### 2.3 Piezo1 Deletion Resulted in the Accumulation of ApoE in Chondrocytes

To further explore the underlying mechanism of Piezo1 deletion‐reduced osteogenesis in HTCs, we examined the differences in gene expression between HTCs from the *Piezo1^Col2a1^* and *Piezo1^f/f^* groups and identified *ApoE* as a significantly upregulated gene in Piezo1 knockout HTCs (**Figure** **3**A,B). 

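Of 11853 genes tested in HTC cells, as named here, 0 had an adjusted p under 0.05 between the groups, and 142 had an unadjusted p under 0.05. These sums hold the 2 HTC clusters in ratios that differ between libraries. HTC cluster 1 gave 17 of 322 HTC-like cells in control library 3 and 442 of 558 in knockout library 3. Without a filter on low counts the test gave 46 genes, 23 higher and 23 lower, and DESeq2 gave 1, Mmp9. Some of the 46 rested on 1 library. Xist had 5222 of its 5224 UMIs in knockout library 3. Chil1 and Hp, leading genes of HTC cluster 2, had 35469 of 39069 and 58448 of 65764 UMIs in control library 3. Others, such as Mmp9 with 1136, 960 and 754 UMIs in knockout libraries 1 to 3, did not. On simulated counts with the spread of these libraries, the test found 2.08% of genes changed by 1 on the log2 scale, 48.9% of those changed by 2 and 97.9% of those changed by 3. Apoe (ENSMUSG00000002985) lies on chromosome 7 from 19696109 to 19699188 and encodes apolipoprotein E, an abundant product of macrophages. In HTC-like cells, control libraries 1 to 3 had 82.1, 47.9 and 95.6 Apoe CPM and knockout libraries 1 to 3 had 105, 181 and 150. The means were 75.2 ± 24.6 (SD, n = 3) and 145 ± 38.1, with every library labelled knockout above every control (two-sided exact permutation test, p = 0.1, the smallest that it can give). The log2 fold change was 0.91 (SE 0.39), with an unadjusted p of 0.042 and an adjusted p of 1.0 from edgeR's quasi-likelihood test. It stayed between 0.66 and 1.23 with each library left out in turn and between 0.56 and 1.12 over 13 other alternatives. In those alternatives, the adjusted p ran from 0.91 to 1. Apoe rose by similar amounts in MSC-like (0.88) and fibroblast-like cells (0.92), and its log2 fold change was 0.59 in neutrophil-like and -0.01 in endothelial-like cells. An Apoe UMI was found in 80.1% of HTC-like cells at a median of 17923.5 UMIs and in 39.0% of neutrophil-like cells at a median of 2112.5. At an equal 500 UMIs per cell, with 6 neutrophil-like cells left out, the shares were 6.28% and 11.8%, and 76.8% in macrophage-like cells. Free RNA is a smaller part of a droplet with many UMIs, so the lower share in HTC-like than in neutrophil-like cells does not tell whether HTC-like cells hold Apoe of their own. Macrophage genes other than Apoe rose as well: all 11 tested were higher, with a median log2 fold change of 1.26. Of these, 4 had an adjusted p under 0.05 when adjusted over the list alone, and 0 when adjusted over all genes. Among the other genes of Figure 3B, the log2 fold changes were 0.86 for Lyz2, 1.41 for Pf4, 0.12 for Rpl23a, -0.12 for Aspn, -0.16 for Mir6236, -0.25 for Lars2 and -0.69 for Mt2. With Apoe, 4 of these 8 genes were higher, and none had an adjusted p under 0.05, over all genes or adjusted over the list alone. Rn18s-rs5 is listed in replicate 3 only and was not compared.

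**Figure D5:**
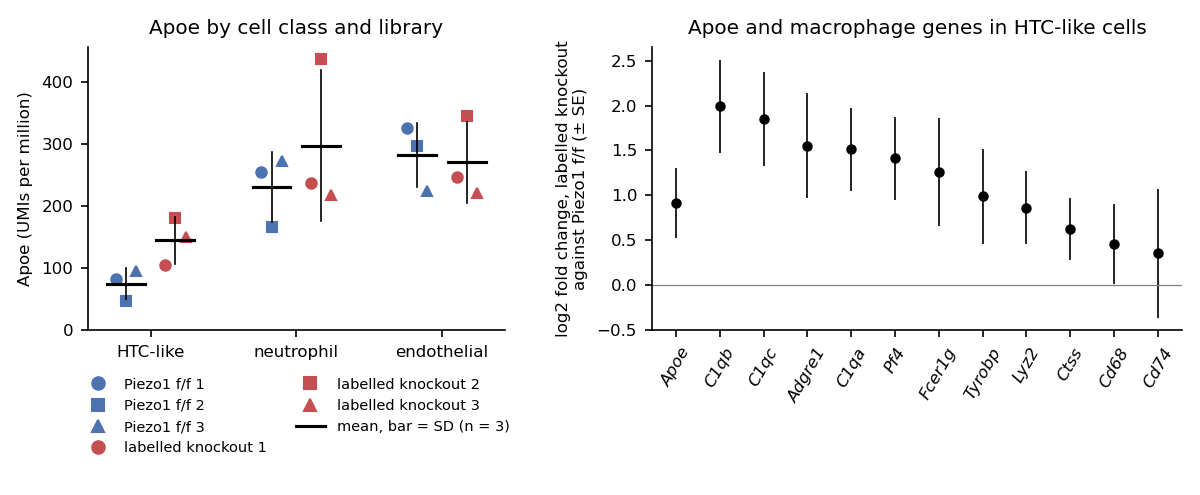
Left, Apoe CPM (vertical axis) in HTC-like, neutrophil-like and endothelial-like cells of 3 *Piezo1 f/f* libraries (blue) and 3 libraries labelled knockout (red), with the mean (horizontal line) and SD (bar). Right, log2 fold change between the groups in HTC-like cells, with its SE, for Apoe and 11 macrophage genes, all of which lie above 0.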

IHC staining revealed higher expression levels of ApoE in *Piezo1^Col2a1^* mice than in *Piezo1^f/f^* mice (Figure 3C), suggesting that ApoE is an important downstream effector of Piezo1 signaling in chondrocytes. Similarly, IHC staining verified that ApoE expression was significantly increased in HTCs in the calluses of the TST group (Figure 3D). We performed in vitro experiments to explore the relationship between Piezo1 and ApoE expression. RT‐qPCR and Western Blotting assays revealed that Piezo1 deletion significantly increased APOE expression in ATDC5 cells (Figure 3E,F). When chondrocytes were treated with GsMTX4, a Piezo1 inhibitor, the expression of ApoE was also significantly increased. However, ApoE expression did not differ significantly between the vehicle‐ and Yoda1‐treated ATDC5 groups (Figure 3G,H).

**Figure 3:**
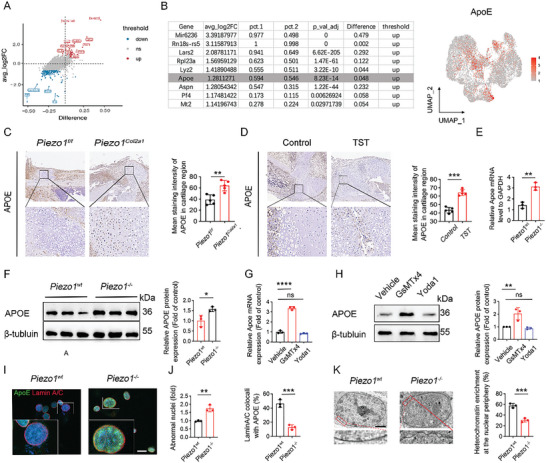
Piezo1 deletion resulted in the accumulation of ApoE in or around the nuclei of hypertrophic chondrocytes (HTCs), and caused disruption of heterochromatin. A) Differentially‐expressed genes (DEGs) in HTCs identified by scRNA‐seq in *Piezo1^Col2a1^* and *Piezo1^f/f^* groups. B) Top nine DEGs in the HTC cluster identified by scRNA‐seq analysis (left image). The cells were colored on the UMAP plot according to ApoE gene expression levels in the stromal cell population from *Piezo1^Col2a1^* and *Piezo1^f/f^* groups (right image). C) Representative IHC staining and quantitative analysis of the percentage of ApoE expression area from *Piezo1^Col2a1^* and *Piezo1^f/f^* groups at 14 dpf. Scale bar: 250 µm; n = 5 mice per group. Data are represented as means ± SD. Groups were compared using two‐tailed Student's t test, ^*^ ^*^p < 0.01. D) Representative IHC staining and quantitative analysis of the percentage of ApoE expression area from control and TST groups at 14 dpf; Scale bar: 250 µm; n = 5 mice per group. Data are represented as means ± SD. Groups were compared using two‐tailed Student's t test, ^**^ ^*^p < 0.001. E) RT‐PCR analysis of *Apoe* gene expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells; n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^ ^*^p < 0.01. F) Western blotting analysis of ApoE gene expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells; n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05. G) RT‐PCR analysis of Apoe gene expression in *Piezo1^wt^* ATDC5 cells treated with Yoda1 or the Piezo1 inhibitor, GsMTX4, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^***^ ^*^p < 0.0001, and ns: not significant. H) Western blotting analysis of ApoE gene expression in *Piezo1^wt^* ATDC5 cells treated with Yoda1 or GsMTX4, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^**^p < 0.01, and ns: not significant. I) Representative IF staining of ApoE and Lamin A/C in *Piezo1^wt^* and *Piezo1^−/‐^* ATDC5 cells. Scale bar: 20 µm. J) Quantitative analysis of abnormal nuclei (left) and percentage of Lamin A/C colocalized with ApoE (right) in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells. Data are represented as means ± SD, n = 3 per group. The two‐tailed Student's *t*‐test was performed, ^*^ ^*^p < 0.01, and ^**^ ^*^p < 0.05. Data are means ± SD of three independent experiments. K) TEM analysis of heterochromatin architecture at the nuclear periphery in *Piezo1^wt^* and *Piezo1^−/^* ^−^ATDC5 cells (left image). Quantitative analysis of the percentages of cells with heterochromatin enrichment at the nuclear periphery in *Piezo1^wt^* and *Piezo1^−/^* ^−^ATDC5 cells (right image). n = 3 for each group, data are represented as means ± SD. The two‐tailed Student's *t*‐test was performed, ^**^ ^*^p < 0.001. Data are means ± SD of three independent experiments.

ApoE accumulation has been reported to result in the degradation of nuclear lamina proteins and disruption of heterochromatin in mesenchymal progenitor cells (MPCs). Therefore, we performed IF staining of ApoE and Lamin A/C to examine the effect of increased ApoE in chondrocytes. IF staining showed that the co‐localization of ApoE and the nuclear lamina area was significantly increased in Piezo1^−/−^ ATDC5 cells (Figure 3I,J). Similarly, transmission electron microscopy (TEM) results confirmed that the upregulated expression of ApoE in Piezo1^−/−^ ATDC5 cells resulted in disruption of nuclear architecture and heterochromatin organization (Figure 3K). These results collectively suggest that Piezo1 deletion may result in the accumulation of ApoE in chondrocytes and cause heterochromatin disruption.

### 2.4 Accumulation of ApoE Increased Senescence Level in Piezo1‐Deleted Chondrocytes

Considering that Piezo1 knockout induced heterochromatin disruption, bubble plot analysis was performed to explore the expression of senescence‐associated indicators in Piezo1‐specific deleted HTCs. Similarly, the expression of senescence‐associated indicators increased in HTC Cluster 2 (Figure S3A, Supporting Information). 

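A list of 30 genes of growth arrest and secreted factors, written from general knowledge before the data were examined and not the genes of Figure S3A, was tested here. Of the 20 genes of this list tested between the clusters, 15 were higher in HTC cluster 2 than in HTC cluster 1, and their mean log2 fold change of 0.55 was past the threshold of camera (two-sided, inter-gene correlation 0.01) and of fry. Exchanging the clusters within libraries gives 32 labellings, and in 4 of them, the real one included, the camera p was as small, so the list does not separate the real labelling from the others. Of the 20 genes, 7 had an adjusted p under 0.05 over all genes, all of them higher in HTC cluster 2, and 8 when adjusted over the list alone. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) had a log2 fold change of 0.87 (SE 0.21, adjusted p = 0.013), higher in HTC cluster 2 in 6 of 6 libraries. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), which encodes p16, had one of 0.84 (SE 0.31, adjusted p = 0.077). Cdkn1a fell by 0.34 on the log2 scale (adjusted p = 0.27). With each library left out in turn, the mean of the list stayed between 0.47 and 0.76. Between the groups, within HTC-like cells, the same list had a mean log2 fold change of 0.01, not past the threshold of camera or fry, with 16 of 26 genes higher. Trp53 had a log2 fold change of 0.27 and Cdkn2a of 0.05 between the groups, both with an adjusted p of 1.0. With each library left out in turn, the mean of the list between the groups ran from -0.83 (without knockout library 1) to 0.68 (without control library 3). Among fits with a positive mean, it was past the threshold of camera without control library 3, without replicate 3 of both groups (0.80) and at a resolution of 0.4 (0.44). The result between the groups thus depended on the libraries and on the clustering. The sums of HTC-like cells also held the 2 clusters in unlike ratios. HTC cluster 1 gave 17 of 322 HTC-like cells in control library 3 and 442 of 558 in knockout library 3. The comparison of the groups in all HTC-like cells does not keep this mix apart from a change within a cluster.

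**Figure D6:**
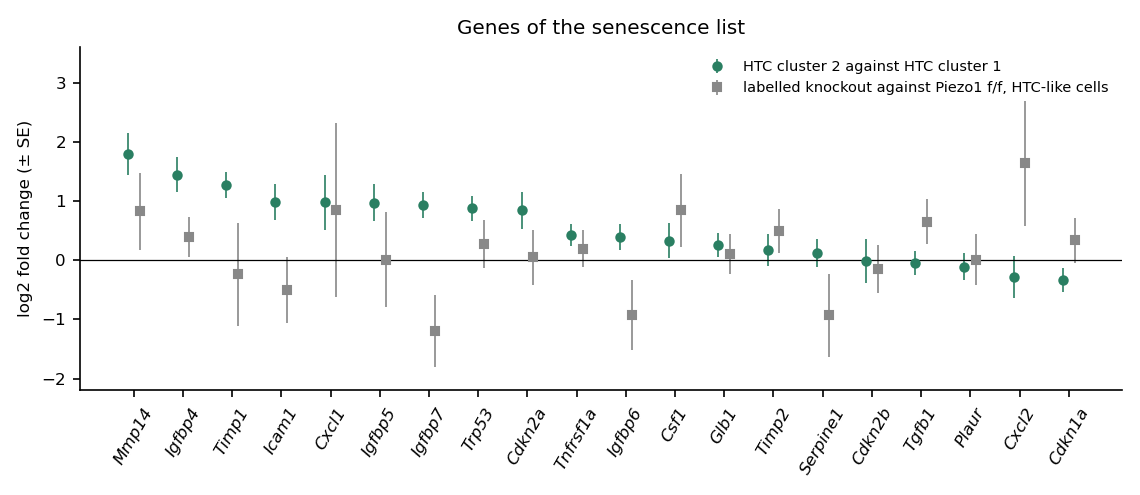
log2 fold change with its SE (vertical axis) of 20 genes of the senescence list, for HTC cluster 2 against HTC cluster 1 within libraries (green) and for the libraries labelled knockout against *Piezo1 f/f* in all HTC-like cells (grey). Of the 20 genes, 15 lie above 0 between the clusters.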

Gene set enrichment analysis (GSEA) of scRNA‐seq data showed upregulation of cellular senescence markers in the *Piezo1^Col2a1^* group than in the *Piezo1^f/f^* group (normalized enrichment score (NES) = 1.055; *p* = 0.047) (**Figure** **4**A). 

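The text of the paper does not name the source of its gene set, so the Reactome mouse set Cellular Senescence, of whose 130 genes 123 could be named, was used beside the list of 30 genes. Genes tested in HTC-like cells were ranked by their log2 fold change divided by its SE, and scored with fgsea with 1000 permutations of the genes. By these permutations of genes, the NES was 0.95 (p = 0.58) for the Reactome set and 0.97 (p = 0.52) for the list of 30 genes. Such permutations take genes as independent. Under camera, which allows for a correlation between genes, the Reactome set had a mean log2 fold change of 0.04 between the groups, with 50 of 98 genes higher, not past the threshold of camera or fry. Against HTC cluster 1, 44 of its 83 tested genes were higher in HTC cluster 2, with a median log2 fold change of 0.03. Of its 9 genes with an adjusted p under 0.05 over all genes there, 2 were higher in HTC cluster 2 and the others lower. The score of the list of 30 genes depended on the libraries. By permutation of genes it was 1.94 (p = 0.0017) without control library 3 and -1.63 (p = 0.019) without knockout library 1. By the same permutation of genes it was 1.56 (p = 0.042) with no filter on low counts and 1.49 (p = 0.046) on DESeq2's fold changes, and over 13 alternatives it ran from -1.29 to 2.04 with p from 0.0017 to 0.53. The NES of the Reactome set ran from -1.01 to 1.23 over the same 13, with p from 0.11 to 0.85.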

An ApoE antagonist (αApoE) was applied on day 7 of the induction process (Figure S3B, Supporting Information). Results evaluated using cell counting kit 8 (CCK8) revealed that 20 µM was the optimal drug concentration of αApoE for the treatment of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells in vitro, as it had no noticeable cytotoxic effects on *Piezo1^wt^* ATDC5 cells and increased the cell activity of *Piezo1^−/−^* ATDC5 cells (Figure S3C, Supporting Information). To observe the sites reached by the ApoE antagonist, αApoE was labeled with fluorescein isothiocyanate (FITC). The results of microscopic imaging showed that αApoE was able to penetrate the plasma membrane and reach the cytosol and nucleus of the cell (Figure 4B). In vitro, RT‐qPCR and Western Blotting assay also revealed increased expression of the senescence marker genes p53 and p16 in *Piezo1^−/−^* ATDC5 cells and the addition of αApoE (20 µM) alleviated the senescence phenotype after 10 days of treatment (Figure 4C,D). In addition, the proliferation marker Ki67 was examined by flow cytometry and IF staining. *Piezo1^−/−^* ATDC5 cells showed lower expression of Ki67, and αApoE increased their proliferative capacity (Figure 4E,F). Accordingly, *Piezo1^−/−^* ATDC5 cells displayed lower proliferative ability compared with *Piezo1^wt^* ATDC5 cells, and αApoE promoted proliferation ability in *Piezo1^−/−^* ATDC5 cells as evidenced by crystal violet staining (Figure S3D, Supporting Information). Next, we performed dichlorodihydrofluorescein diacetate (DCFH‐DA) fluorescence staining and flow cytometry to examine the ROS levels. The results showed increased ROS accumulation in *Piezo1^−/−^* ATDC5 cells while αApoE partially reversed this trend (Figure 4G,H). Accordingly, the proportion of β‐galactosidase‐positive cells was increased in *Piezo1^−/−^* ATDC5 cells and αApoE rescued the Piezo1 deletion‐induced senescence in *Piezo1^−/−^* ATDC5 cells (Figure 4I). Taken together, our results show that the accumulation of ApoE promotes cellular senescence in Piezo1‐deleted ATDC5 cells, suggesting that ApoE is a potential therapeutic target in fracture nonunion caused by mechanical unloading.

**Figure 4:**
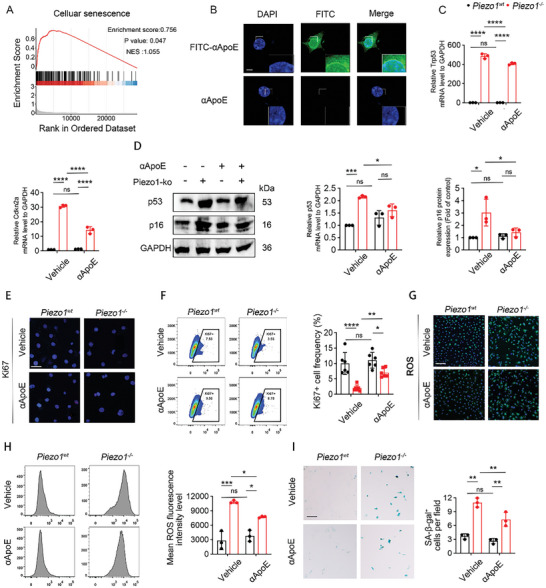
Activation of Piezo1‐ApoE signaling the increased senescence level of chondrocytes. A) Gene set enrichment analysis of the aging pathway of *Piezo1^Col2a1^* and *Piezo1^f/f^* groups. Top: The x‐axis shows genes ordered from high expression in the *Piezo1^Col2a1^* group (left end) to high expression in the *Piezo1^f/f^* group (right end). The y‐axis shows the running enrichment score (ES) along the ranked gene list. The negative ES near the left end indicates upregulation of the pathway in the *Piezo1^Col2a1^* group. Middle: black lines indicate the expression of genes of the aging pathway in the *Piezo1^Col2a1^* group relative to the ranked gene list. Bottom: metric for ranking genes based on the *Piezo1^Col2a1^* and *Piezo1^f/f^* groups. Nominal *p* value: 0.04692. B) Representative IF staining of FITC‐αApoE in ATDC5 cells. Scale bar: 10 µm. C) RT‐PCR analysis of *Cdkn2a and Trp53* gene expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^***^ ^*^p < 0.0001, and ns: not significant. D) Western blotting analysis of p16 and p53 expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^ *p* < 0.05, and ns: not significant. E) IF staining of Ki67 in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells. Scale bars, 50 µm. F) Representative flow cytometry image and quantitative analysis of the frequency of Ki67^+^ among *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, n = 3 for each group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^**^p < 0.01, ^**^ ^**^p < 0.0001, and ns: not significant. G) DCFH‐DA fluorescence analysis of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells. Scale bars, 100 µm. H) Representative flow cytometry image and quantitative analysis of mean fluorescence intensity of ROS in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, n = 3 for each group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^**^ ^*^p < 0.001, and ns: not significant. I) Representative images of SA‐β‐Gal staining and quantitative analysis in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells, n = 3 for each group. Scale bars, 50 µm. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^ ^*^p < 0.01, and ns: not significant.

### 2.5 ApoE Antagonists Reverse the Osteogenic Inhibitory Effect of Piezo1 Deletion

These findings suggest that insufficient mechanical loading results in senescence through the accumulation of ApoE in chondrocytes, which might impair the osteogenic transdifferentiation of HTCs.^[^ ^17^ ^]^ Therefore, we tested whether αApoE enhanced osteogenesis in *Piezo1^−/‐^* ATDC5 cells. After 10 days of induction, RT‐qPCR and Western Blotting results revealed that αApoE significantly increased the expression of Runx2 and Spp1 in *Piezo1^−/−^* ATDC5 cells (**Figure** **5**A,B). Accordingly, αApoE increased osteogenesis in *Piezo1^−/−^* ATDC5 cells as shown by ARS and ALP staining (Figure 5C,D). Similarly, to determine the functional role of ApoE in ATDC5 cells during osteogenic transdifferentiation of chondrocytes, ApoE knockout was performed in ATDC5 cells using the ApoE plasmid. The knockout efficiency of the ApoE plasmid was verified by RT‐qPCR and Western Blotting (Figure S3E,F, Supporting Information). RT‐qPCR and Western Blotting results revealed that ApoE plasmid significantly increased the expression of *Runx2* and *Spp1* in Piezo1^−/‐^ ATDC5 cells (Figure 5E,F). ARS and ALP staining also revealed that ApoE plasmid rescued the decreased osteogenic ability of Piezo1^−/−^ ATDC5 cells (Figure 5G,H). Thus, our results showed that ApoE antagonists increased the osteogenic capability of Piezo1^−/−^ ATDC5 cells.

**Figure 5:**
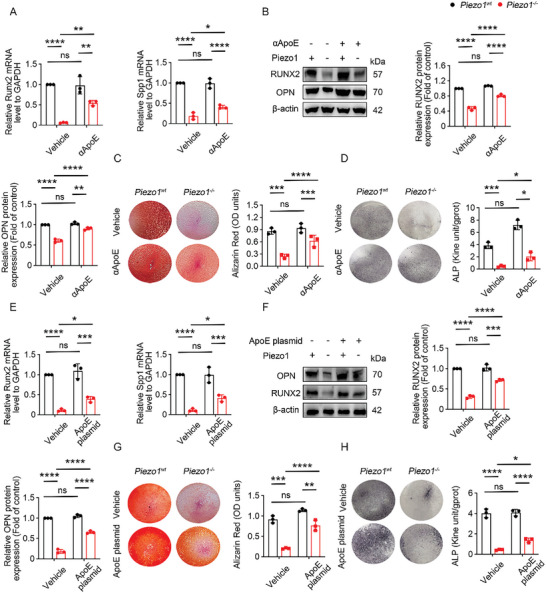
ApoE antagonists reversed the osteogenic inhibitory effect of Piezo1 deletion. A) RT‐PCR analysis of *Runx2* and *Spp1* gene expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells with or without αApoE treatment, n = 3 for each group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. B) Western blotting analysis of RUNX2, and OPN protein expression in *Piezo1^wt^* and *Piezo1^−/‐^* ATDC5 cells with or without αApoE treatment, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. C) ARS staining and quantitative analysis of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells cultured in osteogenic medium for 3 weeks with or without αApoE treatment, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed ^**^ ^*^p < 0.001, ^***^ ^*^p < 0.0001, and ns: not significant. D) ALP staining and quantitative analysis of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells cultured in osteogenic medium for 3 weeks with or without αApoE treatment, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed ^**^ ^*^p < 0.001, ^***^ ^*^p < 0.0001, and ns: not significant. E) RT‐PCR analysis of *Runx2 and Spp1* gene expression in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells with or without ApoE plasmid, n = 3 for each group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. F) Western blotting analysis of RUNX2, and OPN gene expression in *Piezo1^wt^* and *Piezo1^−/‐^* ATDC5 cells with or without αApoE plasmid, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. G) ARS staining, and quantitative analysis of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells cultured in osteogenic medium for 3 weeks with or without plasmid, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed ^**^ ^*^p < 0.001, ^***^ ^*^p < 0.0001, and ns: not significant. H) ALP staining and quantitative analysis of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells cultured in osteogenic medium for 3 weeks with or without plasmid, n = 3 per group. Data are represented as means ± SD. Two‐way ANOVA was performed ^**^ ^*^p < 0.001, ^***^ ^*^p < 0.0001, and ns: not significant.

### 2.6 Material Characterization of αApoE‐Loaded Hydrogels

As the upregulation of ApoE levels upon Piezo1 deletion is likely a contributor to fracture non‐union under insufficient mechanical loading, we developed a type of thermoresponsive‐injectable hydrogel with the ability to provide sustained release of αApoE at a fracture site. A schematic of the thermoresponsive‐injectable hydrogel is shown in **Figure** **6**A. We injected the 50 °C hydrogel solution into a glass colorimetric dish. At this temperature, the hydrogel retained its high fluidity and spontaneously filled the bottom of the colorimetric dish. When the temperature was reduced from 50 to 37 °C, the hydrogel transitioned to a solid‐like state. This liquid–solid transition confirms that hydrogels are 3D networks formed by the crosslinking of hydrophilic polymer chains. This transition endows the hydrogels with the ability to maintain their shape and elasticity while absorbing water, thereby endowing them with high water absorption and retention capabilities (Figure 6B).

**Figure 6:**
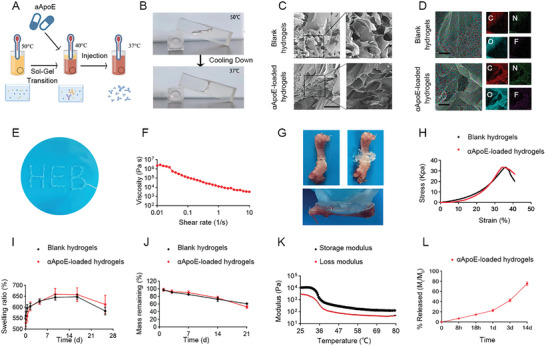
Materials characterization of αApoE‐loaded hydrogels. A) Schematic of αΑpoE‐loaded hydrogel fabrication. B) Optical images of the αApoE‐loaded hydrogels at different temperatures. C) Scanning electron microscopy (SEM) images of the internal structure of the blank hydrogels and αΑpoE‐loaded hydrogels, scale bar, 200 nm. D) Elemental mapping of carbon, nitrogen, oxide, and fluoride ions by EDS of the blank hydrogels and αΑpoE‐loaded hydrogels. Scale bar, 200 nm. E) Extrusion from a conventional medical syringe showing the injection performance of hydrogel scaffolds. F) Variation in viscosity with varying shear rate at the gelation temperature. G) Photo of αΑpoE‐loaded hydrogels adhering to the bone surface. H) Stress–strain curves for blank hydrogels and αΑpoE‐loaded hydrogels; n = 3 for each group, data are represented as means ± SD. The two‐tailed Student's *t*‐test were performed, and data are means ± SD of three independent experiments. I) Swelling ratio curves of blank hydrogels and αApoE‐loaded hydrogels; n = 3 for each group, data are represented as means ± SD. The two‐tailed Student's *t*‐test was performed, and data are means ± SD of three independent experiments. J) Mass remaining curves of blank hydrogels and αΑpoE‐loaded hydrogels; n = 3 for each group, data are represented as means ± SD. The two‐tailed Student's *t*‐test was performed, data are means ± SD of three independent experiments. K) Temperature‐dependent curves of storage modulus and loss modulus of αApoE‐loaded hydrogels, n = 3 for each group, data are represented as means ± SD. The two‐tailed Student's *t*‐test was performed, and data are means ± SD of three independent experiments. L) αApoE release over 14 days occurred at a rate proportional to the initial diffusion of drug loading in αΑpoE‐loaded hydrogels; 0.5 mL of αΑpoE‐loaded hydrogels (normalized) for each time point of release, n = 10 for each group, data are represented as means ± SD.

Notably, the in vivo injection temperature in our study was 40 °C, which had little effect on the surrounding tissues.^[^ ^18^ ^]^ Scanning electron microscopy (SEM) was used to examine the microstructures of the blank hydrogels and αApoE ‐loaded hydrogels (Figure 6C). After lyophilization, both hydrogels possessed a pore structure with internal connections, and there was little significant difference in microstructure between the blank hydrogels and αApoE‐loaded hydrogels. Energy dispersive spectroscopy (EDS) was also performed to explore the coexistence of αApoE and the distribution of αApoE within the hydrogel. The characteristic element peaks of the oxide and fluoride ions in the EDS spectra indicated that αApoE was successfully incorporated into hydrogels and distributed uniformly (Figure 6D).

The hydrogel was then injected into the molds using a syringe at 40 °C and solidified to form three hydrogel letters, thus validating the injectability and moldability characteristics of the hydrogel. The injectability of the hydrogel was demonstrated using a shear‐dependent viscosity test, and the results revealed prominent shear‐thinning properties (Figure 6E,F). This thermoresponsive‐injectable hydrogel showed improved interfacial adhesion between the hydrogel and bone interface, and the adhesion to the bone surface was around the fracture line, indicating its ability to bear the weight of the femur (Figure 6G). The mechanical properties of the hydrogels were analyzed in accordance with the stress–strain curves (Figure 6H). The two hydrogels exhibited similar mechanical properties, demonstrating that the addition of αApoE had little effect on their mechanical properties. In addition, there were no significant differences in swelling ratio or mass remaining between the blank hydrogel and the αApoE‐loaded hydrogel, indicating that αApoE did not affect the internal structure of the hydrogel (Figure 6I,J). Subsequently, a temperature sweep was performed using a heating process. Both the storage and loss moduli of the hydrogel gradually decreased during heating, whereas the storage modulus was always higher than the loss modulus, indicating that the disentanglement of the hydrogel network was dynamically slow (Figure 6K). Drug release curves were created by employing ninhydrin and showed that αApoE was continuously released at a nearly constant rate over 1 day, followed by a relatively slow‐release profile 1 day later. The cumulative release of αApoE exceeded 80% over 14 days, as shown in Figure 6L.

### 2.7 αApoE‐Loaded Hydrogels Promoted Delayed Fracture Healing Under Abnormal Mechanical Loading Conditions

First, we administered the blank hydrogel and αApoE‐loaded hydrogel to *Piezo1^Col2a1^* mice. The results of µCT, HE and SO/FG staining showed that the αApoE‐loaded hydrogel played a certain role in promoting postoperative fracture healing upon Piezo1 knockout (**Figure** **7**A–C). Next, the αApoE‐loaded hydrogel was applied to the TST group to promote fracture healing under insufficient mechanical loading (Figure 7D). HE and SO/FG staining showed that the TST group developed an abnormal bone calluses and the transition of cartilage to bone occurred slowly. αApoE‐loaded hydrogels exerted osteogenesis‐promoting effects in the TST group (Figure 7E). The results of µCT analysis indicated that Tb. Th and BV/TV were both significantly decreased in the TST group than in the control group at 14 dpf, while αApoE‐loaded hydrogels enhanced the mineralization of calluses in the TST group (Figure 7F). IHC analysis showed abnormally increased COL10^+^ calluses areas in the TST group, and αApoE‐loaded hydrogels rescued this trend. Accordingly, the αApoE‐loaded hydrogels significantly promoted the expression of COL1 and RUNX2 in the calluses of the TST group (Figure 7G–I). In summary, these data confirm that fracture healing was delayed in mice under mechanical unloading conditions and that αApoE‐loaded hydrogels promoted fracture healing under insufficient mechanical loading.

**Figure 7:**
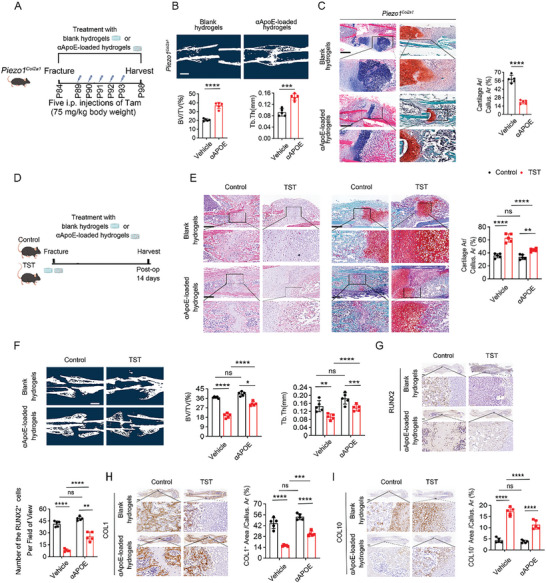
αApoE‐loaded hydrogels promoted delayed fracture healing under abnormal mechanical loading. A) Schematic showing the timeline of a fracture model study in *Piezo1^Col2a1^* mice treated with αΑpoE‐loaded hydrogel or blank hydrogel. After femoral fracture, *Piezo1^Col2a1^* mice were treated with αΑpoE‐loaded hydrogel or blank hydrogel. *Piezo1* ^Col2a1^ and *Piezo1^f/f^* mice were treated with Tamoxifen at a dose of 75 mg k^−1^g by intraperitoneal injection subcutaneously for 5 consecutive days began at day 5 after modeling. B) Representative µCT images and quantitative analysis of BV/TV and Tb. Th of fractured femurs in *Piezo1^Col2a1^* mice treated with αΑpoE‐loaded hydrogel or blank hydrogel at 14 dpf. Scale bar: 2 mm. Data are represented as means ± SD. Two‐tailed Student's *t*‐test was performed, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. C) Representative HE and SO/FG staining images in the calluses area of *Piezo1^Col2a1^* mice treated with αApoE‐loaded hydrogel or blank hydrogel and quantitative analysis of the cartilage area as a percentage of total calluses area. Scale bar: 250 µm. Data are represented as means ± SD. Two‐tailed Student's *t*‐test was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. D) Schematic of the timeline of a fracture model study in control and tail‐suspended mice treated with αΑpoE‐loaded hydrogel or blank hydrogel. After femoral fracture, male C57B6/J mice were allocated to a free movement or tail suspension group, and treated with αΑpoE‐loaded hydrogel or blank hydrogel. E) Representative HE and SO/FG staining images in the calluses area and quantitative analysis of the cartilage area as a percentage of the total calluses area. Scale bar: 250 µm. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. F) Representative µCT images and quantitative analysis of BV/TV and Tb. Th of the calluses of fractured femurs at 14 dpf. Scale bar: 2 mm. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^ ^*^p < 0.01, ^***^ ^*^p < 0.0001, and ns: not significant. G) Representative IHC staining and quantitative analysis of the percentage of RUNX2 expression in calluses area at 14 dpf. Scale bar: 500 µm. H) Representative IHC staining and quantitative analysis of COL1 expression in the calluses area at 14 dpf. Scale bar: 500 µm. Data are represented as means ± SD. Two‐way ANOVA was performed, ^*^p < 0.05, ^***^ ^*^p < 0.0001, and ns: not significant. I) Representative IHC staining and quantitative analysis of the COL10‐positive area in the calluses at 14 dpf. Scale bar: 500 µm. Data are represented as means ± SD. Two‐way ANOVA was performed, ns: not significant, and ^***^ ^*^p < 0.0001.

## 3 Discussion

In clinical settings, insufficient mechanical loading such as prolonged bed rest after surgery or stress shielding caused by internal fixation impairs fracture healing. Our previous studies showed that the downregulated expression of Piezo1 was caused by insufficient mechanical loading and impaired chondrogenesis and osteogenesis of PSCs during endochondral ossification.^[^ ^19^ ^]^ Transdifferentiation of chondrocytes into osteoblasts is a primary cellular event in endochondral ossification.^[^ ^8b^ ^]^ However, whether insufficient mechanical loading downregulates Piezo1 expression in chondrocytes and impairs endochondral ossification remains unclear. In this study, we found that insufficient mechanical loading significantly downregulated the expression of Piezo1 in chondrocytes. In addition, our results confirmed that Piezo1 deletion in chondrocytes upregulated the expression of ApoE, resulting in chondrocyte senescence and delayed cartilage‐to‐bone transition. Based on the above results, we formulated an injectable and thermosensitive hydrogel capable of in situ release of an ApoE antagonist. This hydrogel effectively treated delayed fracture healing caused by insufficient mechanical loading. Collectively, these results provide a novel prospective therapeutic target for the treatment of insufficient mechanical loading‐induced delayed fracture healing.

Endochondral ossification is the primary method of fracture repair. However, the mechanisms of the cartilage‐to‐bone transition in calluses remain controversial. In classical theory, endochondral ossification begins with the hypertrophic differentiation of chondrocytes, followed by apoptosis and removal by osteoclasts.^[^ ^8a^ ^]^ Next, MSCs replace apoptotic chondrocytes and differentiate into osteoblasts.^[^ ^8d,e^ ^]^ This traditional theory highlights apoptotic outcomes in chondrocytes. In another study, Col10‐*CreER^T2^ ROSA26^fl/fl^* mice were used for lineage‐tracing experiments. Col10‐labelled cells substantially transdifferentiated into osteoblasts (Col1a1 marker) and osteocytes (sclerostin marker) during fracture healing. This study provided evidence that HTCs can dedifferentiate and redifferentiate into osteoblasts.^[^ ^20^ ^]^ Our study found that Piezo1 deletion in chondrocytes resulted in delayed cartilage‐to‐bone transition, verifying the osteogenic role of Piezo1 in chondrocytes.

As a lipoprotein complex, APOE plays important roles in lipid metabolism, storage, secretion, and delivery.^[^ ^21^ ^]^ Previous studies have demonstrated that ApoE accumulation drives cellular senescence,^[^ ^22^ ^]^ while ApoE deletion increases the resistance of MPCs to cellular senescence. Accumulation of ApoE activates the autophagy–lysosomal pathway, resulting in the degradation of nuclear lamina proteins and disruption of heterochromatin, ultimately leading to cellular senescence.^[^ ^17b^ ^]^ In our study, scRNA‐seq data verified that Piezo1 deletion in chondrocytes led to cellular senescence and inhibited the osteogenic ability of ATDC5 cells. ApoE antagonists reversed this trend in Piezo1 knock‐out ADTC5 cells. A previous study verified that increasing ApoE levels serve as an aging factor, impairing fracture healing by altering osteoblast metabolic processes.^[^ ^17a^ ^]^ Thus, we developed a thermoresponsive‐injectable hydrogel, which could be adhered to the broken ends of the fracture and provide sustained release of αApoE in situ. The results showed that the hydrogel effectively promoted fracture healing in an insufficient mechanical loading (TST) model. Thus, ApoE may be a possible therapeutic target for improving fracture healing.

This study has some limitations. First, due to ethical restrictions, we were unable to obtain human calluses samples. The majority of in vivo experimental data have been obtained from mice. Given the species‐specific differences between humans and mice, primate experiments should be conducted to validate the conclusions of the present study. Second, under the condition of Piezo1 deletion, the transdifferentiation process of HTCs to osteocytes stalled; however, further lineage tracing studies are required to verify our findings. Third, although our results revealed that *Piezo1* deletion inhibits fracture healing by upregulating ApoE expression, the nature of the intermolecular interactions between this mechanosensing channel and ApoE remains unknown and requires further investigation.

An insufficient mechanical loading impairs fracture healing. An optimized strategy that provides guidance for postoperative functional exercises and the application of suitable mechanical loading to the affected limb remains to be developed. In this study, we found that insufficient mechanical loading downregulated the expression of Piezo1 in chondrocytes, resulting in ApoE upregulation and delayed cartilage‐to‐bone transition. Our study proposes that the Piezo1–ApoE signaling pathway holds promise as a therapeutic target for fracture nonunion, especially when caused by insufficient mechanical loading.

## 4 Experimental Section

### Mice

All in vivo experiments were performed using 12‐week‐old male mice. Wild‐type C57BL/6J mice were obtained from Charles River (Beijing, China). *Col2CreER^T2^* mice were obtained from Cyagen Biosciences, Inc. (Guangzhou, China). *Piezo1^f/f^* mice were generously gifted by Prof. Weiguo Zou (Chinese Academy of Sciences, University of Chinese Academy of Sciences, Shanghai, China). To procure *Piezo1^Col2a1^* and *Piezo1^f/f^* mice, *Piezo1^f/f^* mice were mated with *Col2CreER^T2^* mice, and F1 littermates were mated with each other. PCR and western blot analyses were performed to determine the genotype of *Piezo1^Col2a1^* mice as described previously.^[^ ^23^ ^]^ The primers used for each genotype are listed in Table S1 (Supporting Information). All animal experiments were approved by the Ethics Committee of the Hebei Medical University (IACUC‐Hebmu‐P2222017).

### Femoral Fracture Model

Briefly, following the administration of isoflurane anesthesia (3% for induction and 1% for maintenance), the right thigh was shaved and disinfected. A transverse fracture of the mid‐femur was induced and inserted in a 23‐gauge needle into the medullary cavity for stabilization. At 14 dpf, mice were euthanized for sample collection. Harvested samples were preserved in 4% paraformaldehyde (PFA). Tamoxifen (75 mg per 1 kg body weight) was dissolved in corn oil and administered subcutaneously for 5 consecutive days to induce the deletion of Piezo1 in chondrocytes. According to a previous study,^[^ ^24^ ^]^ the chondrocytes of the calluses first appeared at approximately postoperative day 5 after modeling. Therefore, the first injection was performed in *Piezo1^Col2a1^* mice on day 5 after modeling (Figure 1I).

### Tail Suspension Test

To achieve unloading of the lower limbs, tail suspension experiments were performed immediately after fracture modeling. As previously described, fracture model mice were suspended at 30° to the tail to prevent the hind limbs from touching the ground.^[^ ^12a^ ^]^ The mice had free access to food and water. This posture was maintained for 14 days after surgery. Meanwhile, to rescue the low expression of Piezo1 in the TST group, Yoda1 (SML1558; Sigma, St. Louis, MO, USA) was injected daily for 5 consecutive days per week from modeling to sacrifice. The Yoda1 was dissolved in DMSO at 40 mM as a stock solution, then diluted in 5% ethanol, and injected intraperitoneally at 5 µmol kg^−1^ body weight.

### ScRNA‐seq and Analysis

Two sets of scRNA‐seq experiments were performed. The first scRNA‐seq experiment was performed using calluses harvested from C57BL/6J mice at 10 (n = 5) and 20 (n = 5) dpf. Calluses tissues from *Piezo1^Col2a1^* (n = 3) and *Piezo1^f/f^* (n = 3) mice were collected at 14 dpf and analyzed in another scRNA‐seq experiment. Enzyme digestion was used to dissociate all calluses samples into individual cell suspensions.^[^ ^25^ ^]^ cDNA amplification, chromium library construction, and library sequencing were performed (Lianchuan BioTechnology, Hangzhou, China). ScRNA‐seq data analysis was performed using the Seurat R package (version 3.1.4) as previously described.^[^ ^25^ ^]^ After screening, individual cells were grouped and visualized using a uniform manifold approximation and projection (UMAP) dimensionality reduction technique. Differentially expressed genes (DEGs) were determined by setting the adjusted *p*‐value threshold at 0.05 to define the DEGs. The enrichment score (ES) and normalized enrichment score (NES) were calculated for each gene set. The statistical significance of the NES was estimated by an empirical test using 1000 gene‐set permutations to obtain the nominal *p*‐value. All scRNA‐seq data were uploaded to the NCBI for Biotechnology Information Gene Expression Omnibus (GEO) database under the accession numbers GSE242712 and GSE266774.

### µCT Analysis

A SkyScan 1174 microcomputed tomography scanner (50 kV, 500 µA, 9 µm pixel^−1^) was utilized to scan the femoral samples. A 3D image of each sample was reconstructed using NRecon software (version 1.6, SkyScan; Microphotonics Inc., Allentown, PA, USA). CTVol v2.0 (SkyScan) was used to build a coronal plane image of the fracture calluses. CTAn (version 1.9, SkyScan) was used for quantitative analysis of the fracture calluses images. The parameters of µCT analysis were TV, BV, BV/TV, and Tb. Th.

### Histology and IHC/IF Staining

Femoral samples were dehydrated for 14 days using 10% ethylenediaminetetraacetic acid (EDTA, Solarbio Science & Technology, Beijing, China). A series of 5 µm serial paraffin‐embedded sections were cut and subjected to HE, SO/FG, IHC, and IF staining. Antigen retrieval was performed for IHC staining, followed by incubation of the sections with primary antibodies, including anti‐RUNX2 (1 1000, ab192256, Abcam, Cambridge, MA, USA), anti‐ApoE (1 100, PA5‐27088, Thermo Fisher Scientific, Waltham, MA, USA), anti‐Piezo1 (1 100, 15939‐1‐AP, Proteintech, Rosemont, IL, USA), anti‐collagen I (1 2000, ab270993, Abcam), and anti‐Collagen X (1 1000, ab182563, Abcam). IF staining was performed according to standard IF protocols.^[^ ^26^ ^]^ The following antibodies were used: anti‐Piezo1 (1:100, 15939‐1‐AP; Proteintech), anti‐ki67 (1:1000 dilution, ab92742; Abcam), anti‐lamin A/C (1:1000, sc‐376248; Santa Cruz Biotechnology, Santa Cruz, CA, USA), and anti‐ApoE (1:100, PA5‐27088; Thermo Fisher Scientific). A confocal microscope (A1; Nikon, Tokyo, Japan) and ImageJ software (NIH, Bethesda, MD, USA) were used for image capture and quantitative analyses.

### Cell Culture and Osteogenic Differentiation

*Piezo1^−/−^* ATDC5 cells were obtained from Cyagen Biosciences Technology. sgRNA plasmids were designed and constructed according to the gene sequence of Piezo1. The sgRNA used for *Piezo1^−/−^* ATDC5 cells was GTGCAGGCTGACAGGGCCCA‐GGG. The ATDC5 cell line was transfected with Cas9 and sgRNA plasmids via electroporation, and PCR was used to identify monoclonal cells with CRISPR/Cas9‐mediated Piezo1 deletion. Sanger sequencing was performed to confirm the homozygosity (Figure S4, Supporting Information). Table S2 (Supporting Information) lists the primers used for the PCR sequencing prism list of *Piezo1^−/−^* ATDC5 cells. A CCK8 assay (Abbkine, Redlands, CA, USA) was used to explore the effect of αApoE treatment on cell viability according to the manufacturer's instructions.

The osteogenic differentiation of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells was performed following the protocol reported by Hendrickx et al.^[^ ^13^ ^]^ In brief, after 7 days of chondrogenic differentiation, the chondrogenic medium of *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells was replaced with an osteogenic medium. The chondrogenic medium was DMEM/F12 containing FCS (5%, Vivacell **Biotechnology,** Denzlingen, Germany), transferrin (10 µg mL^−1^, Beyotime), sodium selenite (30 nM, Sigma–Aldrich, St Louis, MO, USA), ascorbate‐2‐phosphate (0.2 mM, MedChemExpress (MCE), Monmouth Junction, NJ, USA), and insulin (10 µg mL^−1^, Beyotime). The osteogenic medium was α‐MEM containing FCS (10%, Vivacell **Biotechnology GmbH**) β‐glycerophosphate (10 mM, Sigma) ascorbate 2‐phosphate (0.2 mM, MCE), and recombinant BMP2 (100 ng mL^−1^, Sigma). To stimulate or block Piezo1, 50 mM DMSO was used to dissolve the Yoda1 (2 µM) or GsMTx4 (2.5 µM), which was added to the medium. The ALP activity of ATDC5 cells was measured using an Alkaline Phosphatase assay kit (Beyotime), and ALP staining was performed using a BCIP/NBT ALP color development kit (Beyotime) after 14 days of osteogenic induction. After 21 days of osteogenic induction, ARS staining (Alizarin Red S Solution, Solarbio Science & Technology) and quantitative analysis (ARed‐Q, ScienCell Research Laboratories, Carlsbad, CA, USA) were performed to visualize calcium deposition in *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells. RNA lysates and protein samples were obtained 10 days after induction.

CTS experiments were performed on ATDC5 cells with or without Piezo1 in Collagen I‐coated BioFlex 6‐well culture plates (Flexcell International Corp., Burlington, NC, USA). After 7 days of chondrogenic induction, the cells were transferred to a Flexcell FX‐5000 Tension System (Flexcell International) and subjected to CTS (3%, 0.5 Hz). After 8 h of treatment, ATDC5 cells were collected for analysis.^[^ ^27^ ^]^

### ApoE Plasmid Mediated Deletion of the Apoe Gene

Deletion of ApoE was achieved using an ApoE plasmid. The ApoE plasmid was constructed using the CRISPR‐Cas9 ribonucleoprotein (RNP) complex (Haixing Bioscience) containing cassettes expressing hSpCas9 and chimeric guide RNA. Exons 1–2 of the ApoE gene were targeted with two sgRNA sequences, CTTCTGGGATTACCTGCGCT and GAAGACCCTAATGGACGCGA, selected from http://crispr.mit.edu. Plasmids containing the guide RNA sequence were transfected into cells using Lipo2000 (Invitrogen, Thermo Fisher Scientific), according to the manufacturer's instructions. This ApoE plasmid was able to maintain knockout efficiency during the osteogenic differentiation of *Piezo1^wt^* and *Piezo1^−/‐^* ATDC5 cells.

### RT‐qPCR Experiments

An RNeasy RNA extraction kit (Qiagen, Valencia, CA, USA) was used to extract total RNA from ATDC5 cells. The reverse‐transcription process was performed using GoScript Reverse Transcription Mix and Oligo dT primer (Promega Corporation, Madison, WI, USA). The mRNA expression levels were analyzed by RT‐qPCR using a one‐step RT ‐qPCR kit (Sangon Biotech, Shanghai, China). Table S3 (Supporting Information) lists the primers used for RT‐qPCR. The 2−ΔΔCt method was employed for data analysis.

### Western Blotting Experiments

A total protein extraction kit (Beyotime) was used to extract proteins from ATDC5 cells. The protein concentration was determined using a BCA Protein Assay Kit (Beijing Solarbio Science & Technology). Standard protocols were followed for Western Blotting. The antibodies used were anti‐Piezo1 antibody (1:1000, 15939‐1‐AP, Proteintech), anti‐RUNX2 (1:1000, ab192256, Abcam), anti‐ApoE (1:100, PA5‐27088, Thermo Fisher Scientific), anti‐p16 antibody (1:1000, ab241543, Abcam), anti‐p53 antibody (1:1000, ab241566, Abcam), anti‐ osteopontin (1:500, sc‐21742; Santa Cruz Biotechnology), β‐tubulin (1:10 000, ab7291, Abcam), β‐actin (1:5000, ab8227, Abcam), and secondary antibodies (1:5000, sc‐2357, Santa Cruz Biotechnology).

### αApoE Tracing Experiments

αApoE was purchased from MCE (HY‐P1050A). To observe the positional drug release behavior, green fluorescent protein (FITC) was used to label αApoE. FITC‐αApoE was provided by MCE. After ATDC5 cells were treated with FITC‐αApoE, the cells were washed trice with 1× phosphate‐buffered saline (PBS) and fixed in 4% PFA (methanol free) for 15 min, then washed twice with 1× PBS. Confocal microscopy (A1; Nikon, Tokyo, Japan) and ImageJ software were used for image capture and quantitative analysis.

### Clonal Expansion Assay

A crystal violet staining assay was used to evaluate cell proliferation. *Piezo1^w^* ^t^ and *Piezo1^−/−^* ATDC5 cells were cultured as described above. After fixing in 4% PFA, the cells were stained with 0.5% crystal violet (Sigma–Aldrich) for 20 min. Next, the cells were washed with PBS, crystal violet was extracted using 10% glacial acetic acid, and the OD_590_ was measured. To ensure reproducibility, a minimum of three growth assays were conducted with independent cell cultures used in each assay.

### SA‐β‐Gal Staining

After fixing in 4% PFA for 5 min, the cells were stained using the Senescence‐Associated β‐Galactosidase Stain Kit (Beijing Solarbio Science & Technology). Images were captured using an Olympus digital microscope camera and the number of SA‐β‐gal^+^ cells was determined using ImageJ.

### Transmission Electron Microscopy

TEM was performed as described by Zhao et al.^[^ ^17b^ ^]^ In summary, after digestion into single cells, *Piezo1^wt^* and *Piezo1^−/−^* ATDC5 cells were fixed with glutaraldehyde, dehydrated, embedded in resin, sectioned, and uranyl acetate and lead citrate staining were performed. A Hitachi TEM system (Spirit 80.0 kV) was used for image acquisition (Spirit 80.0 kV).

### Flow Cytometric Assay

*Piezo1^wt^* and *Piezo1^−/−^* cells were digested with pancreatin, fixed, and permeabilized using a Fixation and Permeabilization Kit (BD Biosciences, Franklin Lakes, NJ, USA). The cells were suspended in flow buffer and stained with anti‐ki67 antibody (1:100, 558616; BD Biosciences) for 30 min at 4 °C in the absence of light. Flow cytometry was performed using the Sony ID7000 flow cytometer (Sony Biotechnology, San Jose, CA, USA). FlowJo software (version 10.0, Treestar) was used to analyze the results.

### ROS Staining

ROS analysis was performed by staining the cells with DCFH‐DA (Beyotime Biotechnology, S0033S). The final concentration of DCFH‐DA was 50 µM. The ATDC5 cells were cultured as described above, then treated with DCFH‐DA and Hoechst 33342 for approximately 45–60 min at 37 °C in an atmosphere of 5% CO_2_. Subsequently, DCFH‐DA fluorescence was examined using a confocal microscope (Nikon A1) and a Sony ID7000 flow cytometer. The data were processed using ImageJ and FlowJo version 10.0 (Treestar).

### Hydrogel Preparation and Injection

Gellan gum (GG, 150 mg, Xieli Biotechnology Co. Ltd.) was dissolved in deionized water (5 mL) at a temperature of 90 °C. The solution was magnetically stirred until it became clear and completely dissolved. Next, αApoE was dissolved in DMSO, and then added to GG to reach a final concentration of 14 µM when the solution was cooled to 50 °C. For hydrogel treatment, 15 µL of αApoE‐loaded hydrogel at 40 °C was injected to cover the cortical bone surface around the fracture line after the anatomical reduction of the fracture. Subsequently, the αApoE‐loaded hydrogels were cooled to ambient temperature and solidified.

### Standard Curve of the Release of αApoE

Quantification of αApoE release in vitro was performed by ninhydrin staining of the peptide sequence of the drug (Leu‐Arg‐Val‐Arg‐Leu‐Ala‐Seu‐His‐Leu‐Arg‐Lys‐Leu‐Arg). Lys‐Arg‐Leu‐Leu generated a colorimetric reaction that varied in intensity depending on the concentration. The αApoE‐loaded hydrogel in a liquid‐state was placed into wells of a 24‐well plate (n = 10, 0.5 mL per well). After cooling the liquid‐state hydrogel to 37 °C, 2 mL of PBS was added to each well, and the plate was incubated at 37 °C for various durations (8, 18, or 24 h; 3, 7, or 14 days). Afterward, the liquid portion containing broken‐down hydrogel (200 µL) was collected. A standard curve was plotted and release testing was performed as described previously.^[^ ^28^ ^]^

### Structural and Compositional Analysis of the Hydrogels

Scanning electron microscopy (SEM; Quanta 450; FEI, Hillsboro, OR, USA) was used to analyze the porous structure and interconnectivity of the hydrogels. After snap‐freezing in liquid nitrogen and lyophilization, the hydrogels were sprayed with gold for subsequent SEM observation. Additionally, EDS mapping (20 kV) was performed to identify the specific elemental composition of the SEM images. The molecular formula of αApoE was C_99_H_182_F_3_N_37_O_21_. Of them, oxygen and fluorine were the specific elements that were not present in the hydrogels.

### Mechanical and Rheological Characterization

The samples were subjected to compression testing using a tensile‐testing machine (Dongguan Lixian Instrument Scientific Co., Ltd.). A load sensor was installed in the tensile‐testing machine at 10 N. The height and intensity changes of the hydrogels during the compression tests were recorded. A rheometer (MCR 302; Anton Paar, Graz, Austria) was used to perform rheological tests. To prevent water evaporation during the measurement, parallel plates (25 mm in diameter) were sealed using silicone oil, and the gap was set to 1.0 mm. Liquid hydrogel (1 mL) was placed onto parallel plates and allowed to react for 30 min. Except for the temperature sweeps, the experiments were conducted at a temperature of 37 °C, using a strain of 0.1% and a frequency of 1.0 Hz. To identify the linear viscoelastic regions, a strain‐scanning test was conducted in the strain range of 0.01–100%. Furthermore, the shear‐thinning properties were evaluated to explore the viscosity of the hydrogels at shear rates of 0.01–10 s^−1^. Temperature analysis was conducted within a temperature range of 25–80 °C, utilizing a heating rate of 2.0 °C min^−1^.

### Degradation and Swelling Behavior of Hydrogels

Three freeze‐dried hydrogels (Wd) were weighed and fully submerged in PBS. Samples were then removed and, after removing surface moisture, the samples were weighed at 0.083, 0.5, 2.5, 4.5, 9.5, 16.5, and 25.5 h (Ws). Swelling ratio (%) = (Ws‐Wd)/Wd × 100%.

The degradation of the blank hydrogel (n = 3) and αApoE‐loaded hydrogel (n = 3) was analyzed based on the weight loss of the PBS solution. The initial weight of the lyophilized hydrogel (W0) was measured and then the hydrogel was placed in a PBS solution at a temperature of 37 °C for durations of 1, 4, 7, 14, or 21 days. Subsequently, the hydrogel samples were removed, lyophilized, and weighed (W1). The degradation ratio was calculated as follows:

(1) $$\mathrm{Degradation}\;\mathrm{ratio}\left(\%\right)=\left[\left(W0-W1\right)/W0\right]\times 100\%$$

### Statistical Analysis

GraphPad Prism 8 software (GraphPad Software Inc., La Jolla, CA) was used to perform the data analysis and mapping in this study. According to the CLSI EP28‐A3 guidelines, outliers were eliminated using the Dixon range text.^[^ ^29^ ^]^ The Kolmogorov–Smirnov test was used to assess the normality of the data. The summary data of the experiments were presented as mean values ± the standard deviation (SD). At least five samples were tested in each group in vivo experiment and at least three per group were evaluated in the in vitro experiment. The two‐tailed Student's *t*‐test was used for two‐group comparisons and one‐way analysis of variance (ANOVA) with the Bonferroni post hoc test was used followed by multiple group analysis. Results were considered significant at α < 0.05, and two‐sided p values ≤0.05 were considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author contributions

S.J., W.L., M.Z., and L.W. contributed equally to the study. W.C., J.W., WZ, and W.T. designed the study. S.J., W.L., M.Z., and L.W. performed the experiments and interpreted the data. C.R., C.F., T.Z., H.L., and Z.H. wrote the manuscript. W.Z. and Y.Z. reviewed the manuscript and made significant revisions. All the authors have read and approved the final version of the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Insufficient Mechanical Loading Downregulates Piezo1 in Chondrocytes and Impairs Fracture Healing Through ApoE‐Induced Senescence
**Source:** Adv Sci (Weinh). 2024 Oct 17;11(46):2400502. doi: 10.1002/advs.202400502
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary figures**

**
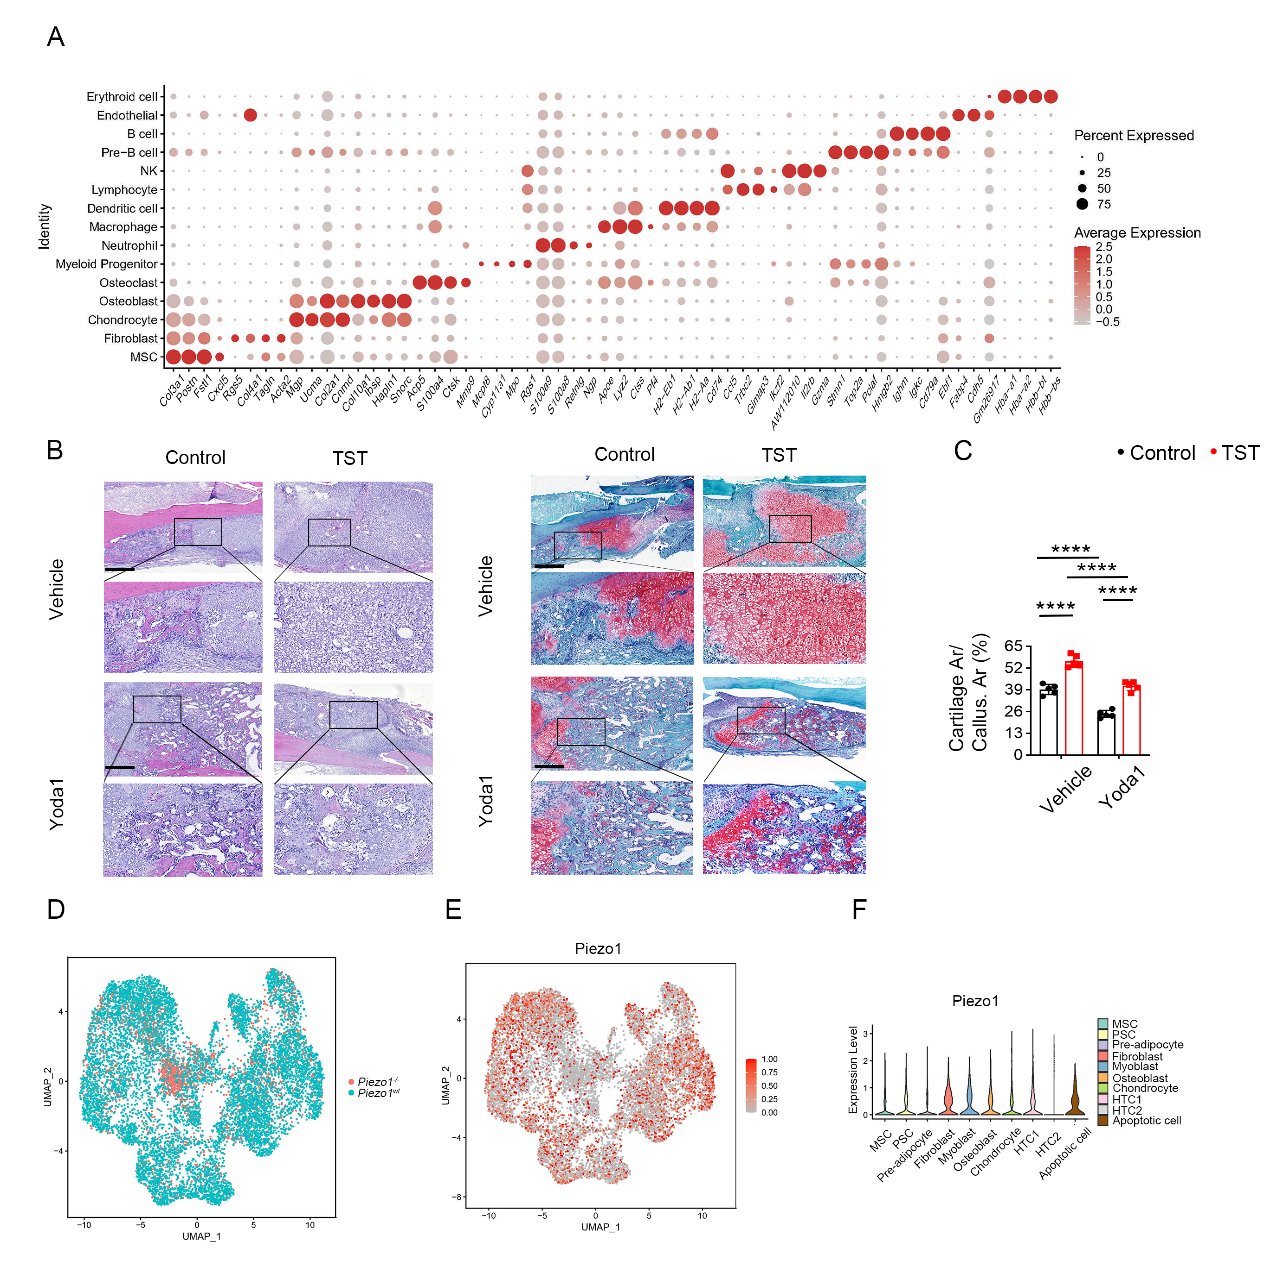
**

**Figure S1.** A) Dot plot showing the specifically-expressed genes of the major cell types. Red represents high expression; grey represents low expression. The size of the circle represents the percentage of cells that expressed the indicated genes. B) Representative images of HE and SO/FG staining of the calluses area of control and TST group mice treated with vehicle or Yoda1 at 14 dpf. Scale bar: 250 µm. C) Quantitative analysis of the cartilage area as a percentage of the total calluses area. Data are represented as means ± SD; n = 5. Two-way ANOVA was performed. Data are represented as means ± SD; n = 5 mice per group, ***p* < 0.01. D) UMAP plot showing the distribution of stromal cell across the *Piezo1^Col2a1^* and *Piezo1^f/f^* group. E) UMAP plot visualization of Piezo1 expression in the stromal cell subset. Red represents high expression; grey represents low expression. F) Violin plots showing the expression distribution of Piezo1 in MSCs, PSCs, pre-adipocytes, fibroblasts, myoblast, osteoblasts, chondrocytes, HTC cluster 1, HTC cluster 2, and apoptotic cells.

**
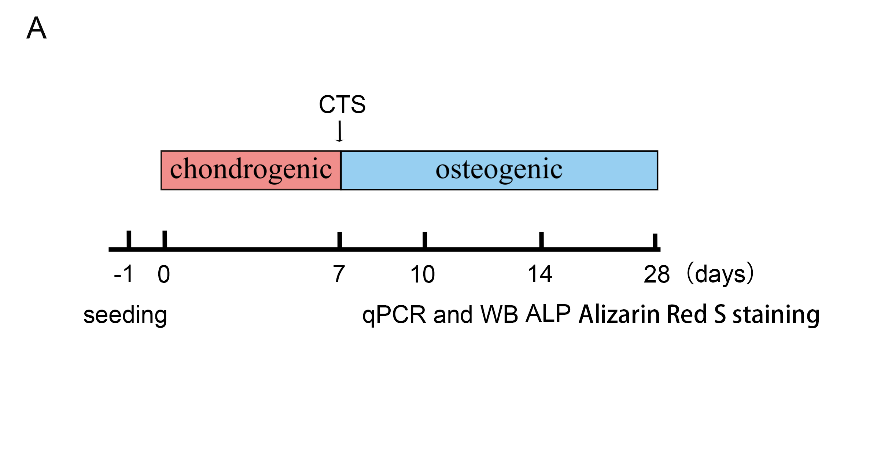
**

**Figure S2.** A) Setup of the *in vitro* endochondral ossification assay with differentiating ATDC5 cells treated with or without CTS (3%, 0.5 Hz).

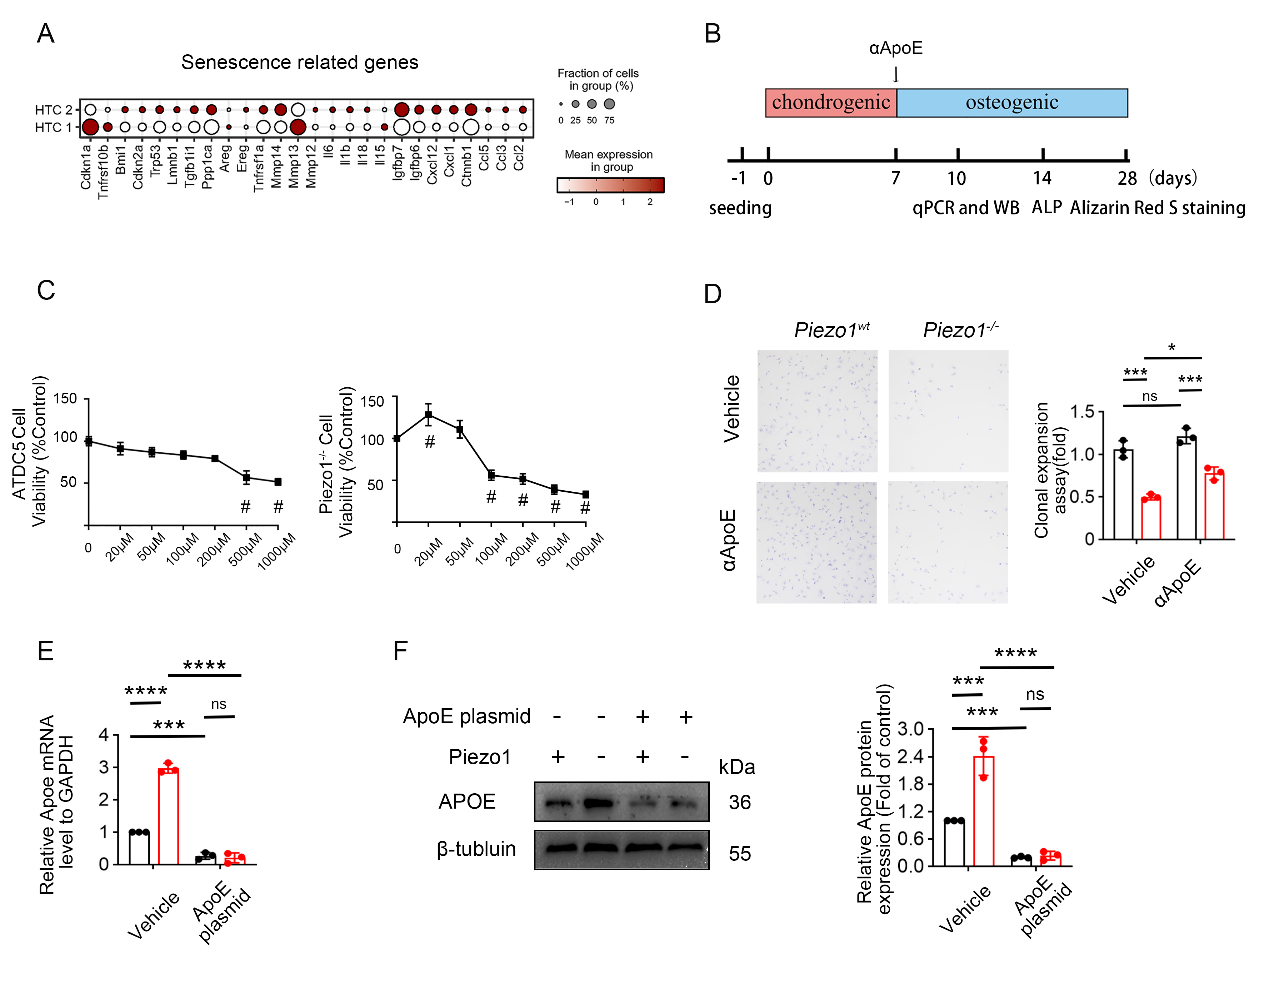

**Figure S3.** A) Expression of senescence-related genes in all clusters divided by condition and visualized in bubble plots. Intensity of the color (red) represents relative expression of a gene. Size of a bubble represents the percentage of cells in the cluster expressing that gene. B) Setup of the *in vitro* endochondral ossification assay with differentiating ATDC5 cells treated with or without αApoE (20 µM). C) CCK8 was used to determine the effect of αApoE in *Piezo1^wt^ and Piezo1^-/-^* ATDC5 cells *ex vivo*. For Piezo1^wt^ cells, higher doses of αApoE (more than 200 µM) inhibited their proliferation. A low dose of αApoE (20 µM) increased the Piezo1^-/-^ ATDC5 cell activity, while higher doses (more than 100 µM) inhibited cell activity in Piezo1^-/-^ ATDC5 cells. Therefore, we chose 20 µM as the concentration used for subsequent *in vitro* experiments. D) Clonal expansion assay was performed by crystal violet staining and results were quantified by measuring the absorbance of crystal violet at 595 nm. E) RT-PCR analysis of Apoe gene expression in *Piezo1^wt^* and *Piezo1^-/-^*ATDC5 cells with or without ApoE plasmid; n = 3 for each group. Data are represented as means ± SD. Two-way ANOVA was performed, **p* < 0.05, ***p* < 0.01, *****p* < 0.0001, and ns: not significant. F) Western blotting analysis of ApoE gene expression in *Piezo1^wt^* and *Piezo1^-/-^* ATDC5 cells with or without αApoE plasmid, n = 3 per group. Data are represented as means ± SD. Two-way ANOVA was performed, ***p* < 0.01, *****p* < 0.0001, and ns: not significant.

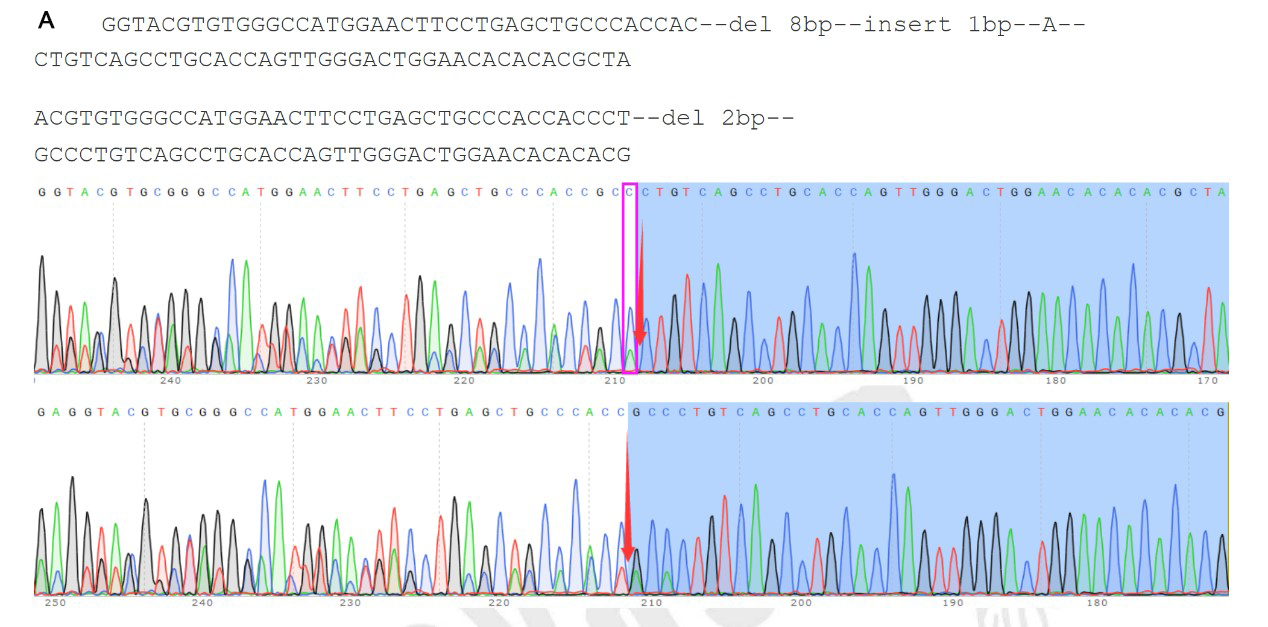

**Figure S4.** A) The Sanger sequencing results of *Piezo1^-/-^* ATDC5 cells.

**Table S1. Genotyping Conditions and PCR Primers**

| Primer Name | Forward (5'-3') | Reverse (5'-3') |
| --- | --- | --- |
| *Piezo1^f/f^* | CCAGTGATTCCTCATGGAATGTGG | CTTAAGCCCATCTCACAGCTGAAGG |
| *Col2a1CreER^T2^* | GGCTCTACTTCATCGCATTCCTTG | CGCAAACAAGTCTCACAAAGGAG |

**Table S2. Sequences of primers used for PCR sequencing**

| Forward primer (5′-3′) | Reverse primers (5′-3′) |
| --- | --- |
| AGATGTCACCGCTACATGGC | CATACTCGGTCACAACGCCT |
| ACATACTCGGTCACAACGCC |  |

**Table S3. Sequences of primers used for RT-qPCR**

| Gene | Forward primer (5′-3′) | Reverse primers (5′-3′) |
| --- | --- | --- |
| *Piezo1* | GAATGTGATTGGGCAGCGTATGAAC | GAACAGCGTGAGGAACAGACAGTAG |
| *SPP1* | TTCAATGGGCAGTTTTGAGC | ACTTACAAAACCGCCAAGC |
| *Cdkn2a* | CGCAGGTTCTTGGTCACTGT | TGTTCACGAAAGCCAGAGCG |
| *Trp53* | CCCCTGTCATCTTTTGTCCCT | AGCTGGCAGAATAGCTTATTGAG |
| *Runx2* | CCGCACGACAACCGCACCAT | CGCTCCGGCCCACAAATCTC |
| *Apoe* | CTCGGCAAGGGGAGGTAAAC | CTCGGCAAGGGGAGGTAAAC |
| *GAPDH* | GGGGAGCCAAAAGGGTCATCATCT | GAGGGGCCATCCACAGTCTTCT |

How the deposited data were processed for this re-analysis (not part of the article)

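Single-cell libraries from calluses at 14 dpf were taken from 3 *Piezo1 f/f* mice and from 3 mice labelled knockout. The authors aligned the reads and counted UMIs per gene and cell barcode with Cell Ranger 6.1.1 (replicate 1 of both groups) or 6.1.2, as the sample records state. The values are raw UMI counts of filtered barcodes, with no normalization. Replicate 3 of both groups was counted against another gene list, and gene identifiers were joined across libraries; Rn18s-rs5, which the other libraries do not list, was left out. Gene positions are from GENCODE M21 on GRCm38.

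Cells were kept with at least 500 UMIs, at least 200 genes and at most 20% mitochondrial UMIs. Doublets were scored with Scrublet in scanpy 1.11.5 (Python 3.11.15), and the highest scores were removed, 0.8% of a library per 1000 cells. Scrublet's own threshold would have called 0, 190 and 230 cells in control libraries 1 to 3 and 1, 382 and 0 in knockout libraries 1 to 3. From 2000 variable genes chosen across libraries, without the genes that the paper reports on (Col10a1 was kept), the genes of the senescence list, mitochondrial genes and genes that overlap rRNA, 30 principal components were computed, and the libraries were integrated with the RPCA method of Seurat 5.3.0 (R 4.3.3). Cells were clustered with leidenalg 0.10.2 on a graph of 20 neighbours at a resolution of 0.8, first all cells and then the stromal-like cells.

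Clusters were named from lists of marker genes written before the data were examined. A marker counted if it was found in at least 25% of a cluster's cells and was at least 2 times as high as in the median cluster, and a name needed 3 such markers. The class with the highest mean log2 fold of its markers, each capped at 8 times, gave the name, or, where a class had at least 2 markers among the 10 leading genes of the cluster, the class with the most of these. A cluster stayed unnamed if another class had more markers among its 10 leading genes, if it had few UMIs and no marker of its class among them, or if more than 50% of its cells had high doublet scores. These naming thresholds were set after the data were seen, without regard to genotype. The HTC-like cluster with more Col10a1 was set beside the paper's HTC cluster 1.

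UMIs were summed per library and class. Genes were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, two-sided, Benjamini-Hochberg adjustment, threshold 0.05), with the group as the factor, or with the library as a block for HTC cluster 2 against HTC cluster 1, over libraries with at least 10 cells in both. The SE of a log2 fold change is its size divided by the square root of F. Gene sets were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1 and scored with fgsea 1.28.0 (1000 permutations). Shares and CPM were compared with exact permutation tests in scipy 1.17.1 over all 20 assignments. With 2 libraries against 3, the smallest p is also 0.1. Shares of cells with a UMI were also computed after thinning each cell to 500 UMIs. The edgeR tests were tested on simulated data with known changes.

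The genes named are those the paper names for this experiment in its text or in Figure 3B, Bax and Fas, which Figure 2D shows as markers of apoptotic cells, and, for HTC-like cells, up to 5 genes that rose and 5 that fell past the threshold with groups that do not overlap, of which there were none. Mmp9, Xist, the Y chromosome genes, the pericyte-like class and genes that lead clusters fall outside this rule and were chosen after their values were seen. Lists of senescence, macrophage, neutrophil, erythroid and rRNA-overlapping genes were written before the data were examined.

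The alternatives were a stricter filter on cells (at least 1000 genes, at most 10% mitochondrial UMIs), no removal of doublets, no integration, resolutions of 0.4 and 1.2, each library left out, replicate 3 of both groups left out, a replicate block, edgeR on numbers of cells, no filter on low counts, rRNA and mitochondrial genes left out, DESeq2 1.42.0, and HTCs taken as stromal cells with at least 2 Col10a1 UMIs. Further alternatives were chosen after the data were seen: the few-UMI cluster counted as HTC-like or as HTC cluster 2, HTC-like cells without those of at least 10 C1q UMIs, and some of the alternatives above applied to results for which they had not been planned. Other experiments of the paper were not analysed here.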

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

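The comparison of macrophage genes with Apoe in HTC-like cells was planned; the tests of Xist, of other classes, of single droplets, of macrophage shares and of splits for the macrophage genes were chosen after the results were seen.

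Xist, which the paper does not report on, stood at 579 CPM in knockout library 3, with 53670 UMIs, against 6 to 11 UMIs in each of the other 5 libraries. The 4 Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 2 UMIs in knockout library 3 and 9602 to 13663 in the others. Control library 3 was counted with the same gene list and had 0.0991 Xist CPM, which argues against the gene list. The 2 Y chromosome UMIs lie under the floor of 3 counts, which argues against a mixture of male and female cells. A female animal and a library from outside the study cannot be told apart from the counts, since both give this pattern. The paper describes the mice as male. All comparisons of the groups hold this library; fits without it are among the alternatives.

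The macrophage genes other than Apoe rose in HTC-like cells of the libraries labelled knockout: 11 of 11 were higher, with a median log2 fold change of 1.26 and a range from 0.35 to 1.99. Of these 11, Pf4 and Lyz2 are also genes of Figure 3B. In edgeR with the filter on low counts, the list gives no gene past an adjusted p of 0.05 over all genes, and 5 had an unadjusted p under 0.05. With no filter on low counts, C1qb passed over all genes (log2 fold change 1.97, edgeR adjusted p = 0.0070). The real split was 1 of 10 with a median as far from 0, and 3 libraries against 3 cannot give a smaller share. A macrophage in the same droplet is argued against: without cells of at least 10 C1q UMIs, the median was 1.24. Free RNA of the libraries is a candidate explanation: the genes rose in 6 other stromal and vascular classes too, with the lowest median, 0.905, in chondrocyte-like cells. More macrophages in the callus stay open: the mean share of macrophage-like cells differed by 0.354 percentage points, with overlapping groups (exact permutation test, two-sided, p = 1). An effect of the knockout on these genes within HTCs was not tested apart from free RNA, and Piezo1 itself was not lower in these libraries.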

How the results depend on the processing

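Alternatives were set before the data were examined, except the few-UMI and C1q alternatives and some others for HTC cluster 2 against HTC cluster 1, which were chosen after seeing the data. Where a value changed, the cause was not tested.

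The joint immune and vascular share, the vascular share, the osteoblast share, Apoe in HTC-like cells and the senescence list in HTC cluster 2 kept their direction and their side of the threshold in every alternative run for them. For the shares, an exact test of 3 libraries against 3 cannot pass 0.05, so only their direction is informative. Apoe ran from 0.56 to 1.12 over 13 alternatives.

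With the libraries left out in turn (6 fits), the differences in percentage points ran from -28.4 to -0.217 for the joint share, -15.5 (without control library 1) to 4.29 (without control library 2) for the immune share, -12.9 to -4.50 for the vascular share, -2.81 to 2.86 for HTCs, -0.143 to 4.89 for HTC cluster 1, -3.68 to 0.313 for HTC cluster 2 and 1.66 to 18.0 for osteoblasts. The log2 fold changes ran from -0.45 to 0.41 for Bax and Fas together, -0.42 to 0.45 for Bax, -0.74 to 0.064 for Fas, -0.030 (without knockout library 1) to 0.77 for Piezo1 in the chondrocyte lineage, -0.25 to 0.39 for Piezo1 in HTC-like cells, 0.66 to 1.23 for Apoe, -1.73 to 1.02 for Mir6236, -1.64 to 0.25 for Lars2, -0.56 to 0.76 for Rpl23a, -1.12 to 0.81 for Aspn and -3.75 to -0.15 for Mt2. The genes past the threshold numbered 0 to 0 in HTC-like cells and in the chondrocyte lineage, and 742 (without control library 1) to 1802 between the HTC clusters. The senescence list in HTC-like cells had means from -0.83 (without knockout library 1) to 0.68 (without control library 3), the Reactome set from -0.018 to 0.081, the NES of the list from -1.63 to 1.94 and that of the Reactome set from -1.08 to 0.97. In HTC-like cells, Lyz2 ran from 0.50 (without knockout library 2) to 1.13 and Pf4 from 1.19 to 1.95. Between the HTC clusters the list ran from 0.47 to 0.76 and the Reactome set from -0.025 to 0.039. Among single genes there, Sp7 ran from 0.40 to 0.84 and Spp1 from 0.32 (without control library 2) to 0.93. Runx2 ran from -0.78 to -0.42 and Bglap from -0.56 to 0.37.

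Without replicate 3 of both groups, the immune share rose by 2.08 percentage points, and the differences were -0.867 for HTCs and -0.711 for HTC cluster 1. The log2 fold changes were 0.18 for Bax and Fas together, 0.22 for Bax, 0.012 for Mt2, 0.068 for Lars2 and 0.0083 for Mir6236, and 0.55 for Bglap between the HTC clusters, where 880 genes passed the threshold. The senescence list had a mean of 0.80 (past the threshold of camera) and an NES of 2.04, and the Reactome set a mean of -0.0043 and an NES of -1.01, and 0.0043 between the HTC clusters.

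Without integration, the senescence list had a mean of -0.12 and an NES of -0.98. Between the HTC clusters, only 2 libraries could then be compared, with 319 of the 337 cells of HTC cluster 2 from control library 3; the Reactome set had a mean of 0.0048, Sp7 a log2 fold change of -0.65, and 631 genes passed the threshold. At a resolution of 0.4, where only 1 HTC-like cluster formed and the clusters could not be compared, the senescence list had a mean of 0.44 (past the threshold of camera), an NES of 1.99, and Mt2 a log2 fold change of 0.62. With no filter on low counts, 46 genes passed the threshold in HTC-like cells and 38 in the chondrocyte lineage, the NES of the list was 1.56, and the Reactome set had a mean of 0.042 between the clusters. Some of these genes rested on 1 library, such as Xist in both comparisons of the groups. With DESeq2, 1 gene passed in HTC-like cells and 1 in the chondrocyte lineage, Mmp9 in both, and the NES of the list was 1.49. The stricter filter on cells gave a difference in the immune share of 3.57. With rRNA and mitochondrial genes left out, the Reactome set had a mean of 0.00040 between the clusters. With at least 2 Col10a1 UMIs as the definition, Mt2 had a log2 fold change of 0.77. With the few-UMI cluster counted as HTC-like, that of Aspn was 0.028. With the few-UMI cluster as HTC cluster 2, those of Bglap, Spp1, Sp7 and Runx2 were 1.52, -1.59, -0.22 and -1.46.

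The replicate numbers were treated as a replicate block only here, because not every correlation of same-number libraries over all cells was above 0.1 (0.45, 0.26 and -0.04 for replicates 1, 2 and 3). Replicate 1 of both groups shares a Cell Ranger version, few UMIs per barcode (2554 and 2728.5) and a high rRNA share (2.05% and 1.85%), and replicate 3 a gene list, so differences in processing by number are not excluded. With the replicate block, the senescence list in HTC-like cells had a mean of -0.45 and an NES of -1.29, and edgeR on numbers of cells gave log2 fold changes of 0.11 for immune cells and -0.085 for HTCs.

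Among single genes between the HTC clusters, Runx2 was weaker in 6 alternatives, Sp7 stronger in 2, Spp1 stronger in 1 and Bglap stronger in 1. Depth limits the HTC comparisons: control library 2 gave 15 cells of HTC cluster 1. The edgeR cell-number test was not run for apoptotic cells, for which no cluster was named, and DESeq2 was not run for camera.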

Differences from the paper's values

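A value is said to come near the paper's if, for a log2 fold change, it has the same sign and lies within 1 SE of it, or, for shares and counts, if it lies within the SD between libraries or within 1.5 times. This does not make the values equal, and a larger SE makes it easier.

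The paper reports 27593 cells, against 41863 here. The stricter filter (30620), each library left out in turn (31798 to 38754) and replicate 3 of both groups left out (25761) brought the values within 1.5 times of each other; doublets kept (44937), no integration and the other resolutions did not.

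The paper's NES was 1.055 with p = 0.047. The list of 30 genes gave 0.97 with p = 0.52, and the Reactome set 0.95 with p = 0.58, by permutation of genes. An NES carries no error here, so every difference from the paper's value is listed. An NES is scaled so that a set with no enrichment has a size near 1, so that these values lie near 1.055 shows no match of the results. The sign of the list's NES turned with no integration (-0.98) and with the replicate block (-1.29). It also turned without control library 1 (-1.23), knockout library 1 (-1.63) or knockout library 2 (-0.89). The sign of the Reactome set's NES turned without knockout library 1 (-0.86), knockout library 3 (-1.08) or replicate 3 of both groups (-1.01). For the list, p was near the paper's without knockout library 3 (0.037), with no filter on low counts (0.042) and with DESeq2 (0.046); for the Reactome set, none was.

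The paper's Figure 2E shows HTC cluster 1 at about 12% in *Piezo1 f/f* and about 10% in *Piezo1 Col2a1*, read by eye, against 1.64% and 4.59% here. For the controls no alternative came near; for the knockout the values came near with the stricter filter (6.42%), no integration (5.00%), without knockout library 1 (5.74%) and without knockout library 2 (6.53%). HTC cluster 2 is shown at about 9% and about 27%, read by eye in Figure 2E, against 4.09% and 1.89%. For the controls the values came near with the stricter filter (4.93%), without control library 1 (5.57%) and without control library 2 (5.13%). For the knockout none of the alternatives set before the data were examined came near. The few-UMI cluster taken as HTC cluster 2, chosen after the data were seen, came near both, at 20.5% ± 27.1 and 25.2% ± 24.9. Such wide SDs make this easy. Osteoblasts in *Piezo1 f/f* are shown at about 10% in Figure 2E, read by eye, against 4.46%; a resolution of 1.2 came near (7.47%).

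Figure 3B gives log2 fold changes, read by eye, of about 3.4 for Mir6236, about 2.1 for Lars2 and about 1.6 for Rpl23a, against -0.16, -0.25 and 0.12, and none of the alternatives set before the data were examined came near these. The paper does not state how its fold changes were computed, so they may be another measure than those from sums per library here. For Lyz2, about 1.4 in Figure 3B, read by eye, against 0.86, it came near without control library 2 (0.99), control library 3 (1.02), knockout library 1 (1.13) or replicate 3 of both groups (1.03). For Apoe, about 1.3 in Figure 3B, read by eye, against 0.91 (SE 0.39), which just missed 1 SE, it came near with doublets kept (0.94), at a resolution of 1.2 (0.91), without control library 1 (0.91), control library 3 (1.23), knockout library 1 (1.12) or replicate 3 of both groups (1.12), with the replicate block (0.93), with rRNA and mitochondrial genes left out (0.91) and with DESeq2 (0.92). For Aspn, about 1.3 in Figure 3B, read by eye, against -0.12, it came near without control library 1 (0.81, SE 1.06). For Mt2, about 1.1 in Figure 3B, read by eye, against -0.69, it came near at a resolution of 0.4 (0.62), without replicate 3 of both groups (0.012, SE 1.45) and with at least 2 Col10a1 UMIs as the definition of HTCs (0.77).

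The paper states that Apoe is significantly higher in knockout HTCs. Its adjusted p here was 1.0, and no setting run called it. The paper states that the shares of immune and vascular cells fell significantly; the joint difference was -12.7 percentage points with an exact p of 0.6.

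The paper states that HTCs, above all HTC cluster 2, increased and osteoblasts decreased. The differences here were 0.743, -2.2 and 11.2 percentage points. HTC cluster 2 was paired with the paper's cluster by its rank in Col10a1, and whether the 2 hold the same cells is not established. The paper states that Piezo1, Sp7, Spp1, Runx2 and Bglap fell in HTC cluster 2. Sp7 was 0.56 and Spp1 0.65, Piezo1 -0.16 and Bglap -0.11, none past an adjusted p of 0.05, and Runx2 was -0.64 and past it. Settings that called a lower value were no integration for Bglap (-3.35, adjusted p = 9.3e-12; range over alternatives 9.3e-12 to 0.98) and, chosen after the values were seen, the few-UMI cluster as HTC cluster 2 for Spp1 (-1.59, adjusted p = 0.0076; range 0.0076 to 0.36). No integration gave Sp7 -0.65 and Piezo1 -0.62, neither past the threshold; its values for the clusters rest on 2 libraries, with 319 of the 337 cells of HTC cluster 2 from control library 3, so they add little. The paper states that apoptotic cells decreased; no cluster here was named so, and Bax and Fas together changed by -0.14 on the log2 scale.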

Other observations

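The tests of depth in HTC cluster 2, of macrophage genes beside Apoe and of splits for HTC-like cells were planned; all other tests here were chosen after the results were seen.

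Apoe in HTC-like cells rose by 0.91 on the log2 scale. Free RNA or fragments from macrophages is a candidate explanation: other macrophage genes rose by a median of 1.26, but Apoe did not rise in endothelial-like cells (-0.01), so this stays open. After the Apoe that macrophages would bring with their C1q counts was taken away, the difference between the groups was 16.4 of 69.9 CPM (two-sided exact permutation test, p = 0.3), which does not decide it. A macrophage in the same droplet is argued against by the log2 fold change of 0.82 without cells of at least 10 C1q UMIs. Whether HTC-like cells hold Apoe of their own stays open. At 500 UMIs per cell, 6.28% of them had an Apoe UMI against 11.8% of neutrophil-like cells, but free RNA is a smaller part of a droplet with many UMIs, so this does not decide it. Their Apoe per C1q was above that of macrophage-like cells in 6 of 6 libraries, with 24.5 to 56.4 CPM left, but Apoe was left in neutrophil-like cells too, 28.7 to 236 CPM. An effect of the knockout stays open.

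Piezo1 in the chondrocyte lineage is not explained by free RNA: the highest ratio of neutrophil-like to lineage Piezo1 in a library was 0.256. Labels exchanged between the groups stay open: the mean ratio of lineage to endothelial-like Piezo1 was higher by 0.226 in the libraries labelled knockout (two-sided exact permutation test, p = 0.1), but a 3′ library counts transcripts with or without the floxed exons.

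HTC cluster 2 had fewer UMIs than HTC cluster 1 and a higher rRNA or mitochondrial share in 5 of 6 libraries, which leaves low-quality cells open, but its median UMIs were above the stromal median in 6 of 6, which argues against droplets with few UMIs. Of 32 labellings of the clusters, no other gave as many genes as the real one (1613, the next 329), and 4, the real one included, gave a camera p as small for the senescence list.

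The few-UMI cluster is a candidate for droplets of free RNA or cell fragments. Of the macrophage genes, 10 of 10 were higher than in HTC cluster 1 with an adjusted p under 0.05, as were 5 of 6 neutrophil genes. Its profile was closer to that of the library than HTC cluster 1 in 6 of 6 libraries, and than chondrocyte-like cells in 5 of 6. In control library 2 its likeness to the library (0.722) was below that of HTC cluster 2 (0.739), chondrocyte-like (0.750) and fibroblast-like cells (0.783). For the few-UMI cluster against HTC cluster 1, 1441 of 6411 genes passed, and no other of 32 labellings gave as many (the next 314). Within it, 0 of 6508 genes differed by label (53 with an unadjusted p under 0.05). Of the 8 genes of Figure 3B tested, 8 were higher in the few-UMI cluster than in HTC cluster 1, with a median log2 fold change of 2.7. Of these, 7 had an adjusted p under 0.05 over all genes. By label within the few-UMI cluster, 5 of 8 were higher and 0 passed.

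The highest Col10a1 in neutrophil-like cells was in the same 3 of 3 libraries as over all cells, which is consistent with free RNA of HTCs.

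The real split of the libraries called 0 genes in HTC-like cells, in the chondrocyte lineage (0 of 14800 genes; 241 with an unadjusted p under 0.05) and in the few-UMI cluster, so that 10 of 10 splits gave as many holds by construction and tests nothing. A camera p as small came from 10 of 10 splits for the senescence list and from 7 of 10 for the Reactome set, the real one included. The split of control library 1 with knockout libraries 2 and 3 called 17 genes in HTC-like cells.

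Pericyte-like cells were 5.99% ± 2.12 (SD, n = 3) in the controls and 1.5% ± 0.616 in the libraries labelled knockout (two-sided exact permutation test, p = 0.1), every library labelled knockout below every control.

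In HTC-like cells, 6 of 7 neutrophil genes were higher (median log2 fold change 0.78), and 2 of 2 erythroid genes (-1.72) and 2 of 2 rRNA-overlapping genes (-0.20) were lower, with 0 past the threshold over each list alone. Mmp9 had a log2 fold change of 3.76 (edgeR adjusted p = 1.0) and passed with DESeq2, and 1 cell held 93.1% of the Mmp9 UMIs of knockout library 1. The highest cell held 22.6% in knockout library 2, which had the most Mmp9 (799 CPM), and 9.15% in knockout library 3, so single cells do not account for the rise there. Other osteoclast genes were higher as well, 4 of 4 with a median log2 fold change of 1.12.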
